# Prenatal Alcohol Exposure: Profiling Developmental DNA Methylation Patterns in Central and Peripheral Tissues

**DOI:** 10.3389/fgene.2018.00610

**Published:** 2018-12-04

**Authors:** Alexandre A. Lussier, Tamara S. Bodnar, Matthew Mingay, Alexandre M. Morin, Martin Hirst, Michael S. Kobor, Joanne Weinberg

**Keywords:** prenatal alcohol exposure, fetal alcohol spectrum disorder, brain, development, epigenetics, DNA methylation, immune

## Abstract

**Background:** Prenatal alcohol exposure (PAE) can alter the development of neurobiological systems, leading to lasting neuroendocrine, neuroimmune, and neurobehavioral deficits. Although the etiology of this reprogramming remains unknown, emerging evidence suggests DNA methylation as a potential mediator and biomarker for the effects of PAE due to its responsiveness to environmental cues and relative stability over time. Here, we utilized a rat model of PAE to examine the DNA methylation profiles of rat hypothalami and leukocytes at four time points during early development to assess the genome-wide impact of PAE on the epigenome and identify potential biomarkers of PAE. Our model of PAE resulted in blood alcohol levels of ~80–150 mg/dl throughout the equivalent of the first two trimesters of human pregnancy. Hypothalami were analyzed on postnatal days (P) 1, 8, 15, 22 and leukocytes at P22 to compare central and peripheral markers. Genome-wide DNA methylation analysis was performed by methylated DNA immunoprecipitation followed by next-generation sequencing.

**Results:** PAE resulted in lasting changes to DNA methylation profiles across all four ages, with 118 differentially methylated regions (DMRs) displaying persistent alterations across the developmental period at a false-discovery rate (FDR) < 0.05. In addition, 299 DMRs showed the same direction of change in the hypothalamus and leukocytes of P22 pups at an FDR < 0.05, with some genes overlapping with the developmental profile findings. The majority of these DMRs were located in intergenic regions, which contained several computationally-predicted transcription factor binding sites. Differentially methylated genes were generally involved in immune function, epigenetic remodeling, metabolism, and hormonal signaling, as determined by gene ontology analyses.

**Conclusions:** Persistent DNA methylation changes in the hypothalamus may be associated with the long-term physiological and neurobehavioral alterations in observed in PAE. Furthermore, correlations between epigenetic alterations in peripheral tissues and those in the brain will provide a foundation for the development of biomarkers of fetal alcohol spectrum disorder (FASD). Finally, findings from studies of PAE provide important insight into the etiology of neurodevelopmental and mental health disorders, as they share numerous phenotypes and comorbidities.

## Introduction

Early-life environments influence the development of biological/neurobiological systems, leading to long-term consequences in offspring (Godfrey and Robinson, 1998; Hanson and Gluckman, 2008). In particular, prenatal alcohol exposure (PAE) can result in Fetal Alcohol Spectrum Disorders (FASD) in humans, which are associated with a wide variety of adverse effects. Exposure to alcohol at high levels throughout pregnancy can result in Fetal Alcohol Syndrome (FAS), characterized by growth retardation, a characteristic facial dysmorphology, and multiple central nervous system alterations. Exposure to alcohol at levels that do not produce FAS can result in either partial FAS (pFAS), where only some of the diagnostic features are observed, or in numerous alcohol-related neurobehavioral effects (alcohol-related neurodevelopmental disorder, ARND; Stratton et al., 1996). The degree to which alcohol affects development depends on a variety of factors such as timing, pattern, and level of alcohol exposure, overall maternal health and nutrition, and genetic background (Pollard, 2007), which may influence the broad range of effects of *in utero* alcohol exposure and the relatively high prevalence of FASD (Riley et al., 2011; May et al., 2018). Importantly, PAE can alter the development, function, and regulation of numerous neurobiological and physiological systems, giving rise to lasting deficits across the spectrum of FASD, including, but not limited to cognitive and behavioral deficits, impairment to self-regulation and adaptive functioning, immune dysregulation, and increased vulnerability to mental health problems across the lifespan (Zhang et al., 2005; Mattson et al., 2011; Pei et al., 2011).

The hypothalamus is highly susceptible to the programming effects of PAE (Eguchi, 1969; Matthews, 2002; Hellemans et al., 2008; Weinberg et al., 2008). The hypothalamus plays key roles in neuroendocrine regulation, autonomic regulation, and homeostatic control, regulating growth, sleep/wake behavior, circadian rhythms, metabolism, body temperature, and other vital functions (Card and Swanson, 2012). Data from both human clinical cohorts and animal models of FASD have identified alterations to physiological functions associated with the hypothalamus. For example, infants exposed to alcohol *in utero* show both elevated basal and post-stress levels of cortisol, and children with FASD who experience early life adversity exhibit dysregulation of the cortisol circadian rhythm (Keiver et al., 2015; McLachlan et al., 2016). Similarly, in animal models of PAE, exposed offspring exhibit hyperresponsiveness to stressors as well as altered central regulation of hypothalamic-pituitary-adrenal (HPA) axis activity (Ramsay et al., 1996; Jacobson et al., 1999; Haley et al., 2006; Weinberg et al., 2008). Furthermore, PAE also alters sleep patterns and circadian rhythms, results in deficits in thermoregulation, and is associated with inappropriate feeding behavior (Jones and Smith, 1973; Zimmerberg et al., 1987; Earnest et al., 2001; Sei et al., 2003; Chen et al., 2012; Werts et al., 2014). These deficits often persist across the life course, suggesting that alcohol exposure during prenatal life may alter developmental trajectories to increase the risk of adverse outcomes (Hellemans et al., 2010a). In the context of the fetal programming hypothesis, early environmental or non-genetic factors, including maternal undernutrition, stress, and exposure to drugs or other toxic agents, can permanently organize or imprint physiological and neurobiological systems and increase adverse cognitive, adaptive, and behavioral outcomes, as well as vulnerability to diseases or disorders later in life (Godfrey and Robinson, 1998; Hanson and Gluckman, 2008; Swanson et al., 2009). As the underlying mechanisms of these effects begin to emerge, it has become apparent that epigenetic mechanisms might be important candidates for the programming effects of PAE, linking early life environmental factors and neurobiological outcomes while influencing health and behavior well into adulthood (Yuen et al., 2011; Shulha et al., 2013). The term epigenetics broadly refers to the modifications of DNA and its packaging that alter DNA accessibility, which modulates gene expression and cell functions without changes to underlying genomic sequences (Bird, 2007). These epigenetic factors include direct modifications to DNA, post-translational modification of histones, and non-coding RNAs.

DNA methylation currently is the most studied epigenetic modification and involves the covalent attachment of a methyl group to the 5′ position of cytosine, typically occurring at cytosine-guanine dinucleotide (CpG) sites (Jones and Takai, 2001). Although closely linked to the regulation of gene expression, the association between DNA methylation and transcription depends on genomic context. Whereas, DNA methylation typically represses gene expression when located in promoter regions, its effects are more variable for CpGs residing in gene bodies and intergenic regions. DNA methylation can also directly control transcription factor binding to gene regulatory regions, such as enhancers, to modulate gene expression patterns (Tate and Bird, 1993). In addition to this role in transcriptional control, DNA methylation has been associated with altered mRNA splicing when located within introns, and its presence within certain exons may potentially regulate alternative transcriptional start sites (Maunakea et al., 2010, 2013; Shukla et al., 2011). Furthermore, DNA methylation is closely linked to several important developmental processes, including genomic imprinting, tissue specification, and differentiation, suggesting a role in the regulation of cellular functions and developmental trajectories (Smith and Meissner, 2013; Ziller et al., 2014). Perhaps most importantly, DNA methylation can be responsive to environmental influences and these changes can possibly be inherited through cell divisions to potentially persist throughout life (Hanson et al., 2011; Langevin et al., 2011; Yuen et al., 2011). An additional interesting aspect of DNA methylation is its emerging role as a potential biomarker of early-life exposures, as it is easily quantifiable, stable over time, and can be obtained from readily available peripheral tissues, such as buccal epithelial cells and white blood cells (Bock, 2009).

Given its role in the regulation of gene expression and cell function, as well as its responsiveness to environmental factors, DNA methylation provides an attractive mechanism for the biological embedding of the persistent deficits caused by PAE. Mounting evidence suggests a potential role in the etiology of PAE-induced deficits, as numerous studies have identified alterations to epigenetic programs in the central nervous system of animals exposed to alcohol *in utero* across various levels and stages of exposure (reviewed in Lussier et al., 2017). These range from differences in bulk levels of DNA methylation to genome-wide changes in DNA methylation patterns, supporting the hypothesis that PAE can alter the epigenome (Bekdash et al., 2013; Laufer et al., 2013). Although genome-wide studies have been performed on whole brains in mice, few studies have focused on targeted brain regions. Among those that have, PAE was shown to be associated with altered DNA methylation status of the *POMC* promoter in the rat hypothalamus (Bekdash et al., 2013; Ngai et al., 2015). As a key regulator of the stress response, alterations to this gene may reflect broader alterations to the regulatory functions of the hypothalamus. Studies from clinical cohorts of children with FASD have identified widespread changes to DNA methylation patterns in peripheral tissues (Laufer et al., 2015; Portales-Casamar et al., 2016; Lussier et al., 2018). However, alterations to central tissue are difficult if not impossible to directly assess in clinical populations, and while peripheral tissues are more easily accessible, changes in these cells may not fully reflect alterations in the brain (Berko et al., 2014). Furthermore, biological embedding of PAE's effects earlier in development could potentially lead to more systemic effects on the epigenome, which would be reflected by alterations present across a variety of tissues.

Currently, the genome-wide impact of PAE on DNA methylation within the hypothalamus remains unknown (Bekdash et al., 2013; Ngai et al., 2015). To address this gap, we utilized a well-established rat model of PAE to assess whether moderate to moderately high levels of first and second trimester-equivalent alcohol exposure alters DNA methylation profiles in the early postnatal period, and whether altered sites of DNA methylation could serve as biomarkers of gestational alcohol exposure if also identified in peripheral tissues. Using methylated DNA immunoprecipitation and next-generation sequencing (meDIP-seq), we identified statistically significant differentially methylated regions (DMRs) in female PAE animals that persisted across preweaning development of the hypothalamus. In parallel, we identified concordant DNA methylation alterations in white blood cells and the hypothalamus of female PAE animals compared to controls on postnatal day (P) 22. Our findings suggest that: (1) PAE alters DNA methylation patterns in both central and peripheral tissues, potentially reprogramming neurobiological/physiological systems and influencing the deficits observed in FASD; and (2) DNA methylation patterns in peripheral tissue reflect some changes in brain, which could serve as potential biomarkers for central alterations induced by PAE.

## Materials and Methods

### Prenatal Treatment

Details of the procedures for breeding and handling have been published previously (Bodnar et al., 2016). Briefly, outbred male and nulliparous female Sprague-Dawley rats were obtained from Charles River Laboratories (St. Constant, Quebec, Canada). Following a one-week habituation period, each female (*n* = 39) was pair-housed with a male and vaginal lavage samples were collected daily for estrous cycle staging and to check for the presence of sperm, indicating gestation day (GD) 1. Pregnant dams were singly housed and assigned to one of three prenatal treatment groups: Prenatal alcohol exposure (PAE)—*ad libitum* access to liquid ethanol diet, 36% ethanol-derived calories, 6.37% v/v, *n* = 13; Pair-fed (PF)—liquid-control diet, maltose-dextrin isocalorically substituted for ethanol, in the amount consumed by an PAE partner, g/kg body weight/GD, *n* = 14; or Control (C)—pelleted version of the liquid control diet, *ad libitum, n* = 12. All animals had *ad libitum* access to water. Experimental diets (Weinberg/Keiver Liquid Ethanol Diet #710324, Weinberg/Keiver Liquid Control Diet #710109, and Pelleted Control Diet #102698, Dyets Inc., Bethlehem, PA) were fed from gestation days 1–21, and then replaced with laboratory chow. Litters were weighed and culled at birth to 6 males and 6 females, when possible. Pregnancy outcomes and body weights can be found in Supplementary Table 1. Blood alcohol levels were measured as previously reported and ranged from 80 to 150 mg/dl in PAE females (Hellemans et al., 2010b; Uban et al., 2010; Bodnar et al., 2016).

### Sample Collection

We focused our investigation of PAE-induced epigenetic alterations on female animals, as sexually dimorphic effects of PAE are widely reported (Lee and Rivier, 1996; Weinberg et al., 2008) and females are generally underrepresented in molecular and genome-wide studies of FASD (Lussier et al., 2017). On postnatal day (P) 1, 8, 15, and 22 female offspring (max 1/litter) were decapitated, trunk blood collected (at P22 only), and brains removed and weighed; the hypothalamus was then quickly dissected and frozen on dry ice in RNA*later* (*n* = 7–11/age/group; Figure 1; Qiagen, Hilden, Germany). WBCs were isolated using *Ficoll-Paque* (GE Healthcare, Uppsala, Sweden), which isolates peripheral blood mononuclear cells (PBMCs). All tissue collected was left at 4°C for 24 h to allow for complete permeation by RNA*later* and then frozen at −80°C until DNA extraction, as per manufacturer instructions. WBCs were stored in RNA*later* at −80°C until DNA extraction (Qiagen, Hilden, Germany). Due to the large number of animals associated with the experimental design of this study, animals were collected across four different cohorts (experimental breedings), spanning January 2012–December 2013.

**Figure 1:**
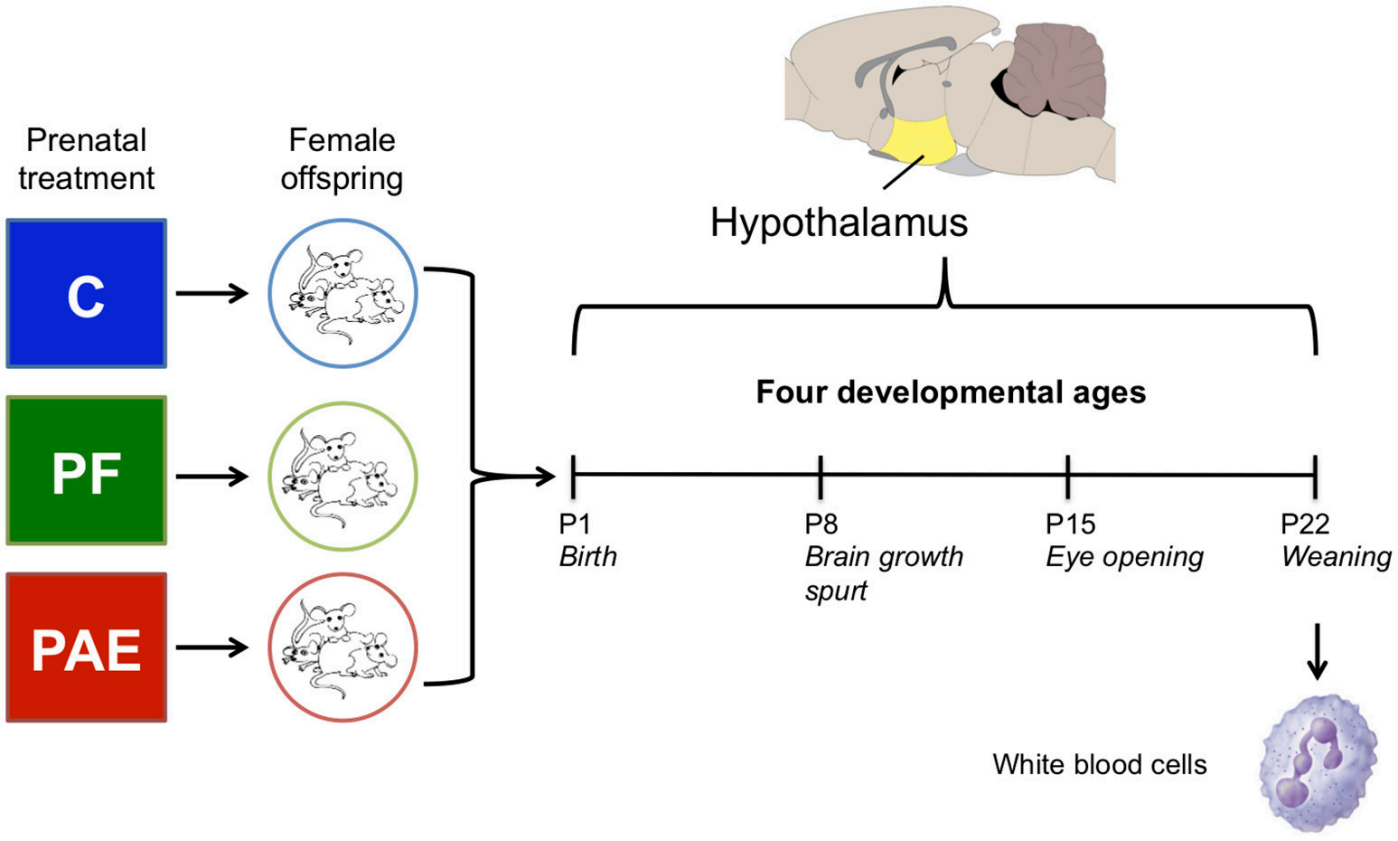
Overview of the experimental design. We collected the hypothalamus of female offspring from one of three prenatal treatment groups on postnatal days (P) 1, 8, 15, and 22. In parallel, white blood cells were collected on P22 from the same animals as the hypothalamus samples. Each group/age/tissue was composed of four samples for DNA methylation analysis by methylated DNA immunoprecipitated and next-generation sequencing (meDIP-seq).

### Blood Composition Analysis

Analysis of blood composition was done on samples from a separate cohort of animals, which were bred at a later time but under the same conditions as the main cohort. Briefly, on P22, trunk blood was collected from female offspring (C: *n* = 6; PF: *n* = 5; PAE: *n* = 5), and analyzed using the Advia120 hematology system, which assesses complete blood counts and differential WBC counts (CBC/Diff function). The reported values include counts for neutrophils, lymphocytes, monocytes, eosinophils, basophils, and large unclassified cells (Supplementary Table 2).

### DNA Extraction

Total RNA and DNA were simultaneously extracted from the hypothalamus and white blood cells (*n* = 4/group/age/tissue; Qiagen AllPrep DNA/RNA Mini kit, Hilden, Germany). Frozen tissue was thawed on ice, quickly weight, and placed in lysis buffer for 5 min. Homogenization was performed by 5 strokes of an 18 G needle, 10 strokes of a 20 G needle, and 10 strokes of a 23 G needle. The resulting homogenate was centrifuged at 21,000 g for 3 min and the supernatant was collected for DNA and RNA extraction. White blood cells were thawed on ice and then centrifuged at 10,000 g for 10 min. RNA*later* was carefully removed without disturbing the cell pellet and cells were resuspended in lysis buffer. The cells were then frozen at −80°C to disrupt cell membranes and thawed on ice. The resulting homogenate was used for DNA and RNA extraction. DNA concentration was assessed using Qubit Fluorometric Quantitation (Life Technologies, Carlsbad, USA). Full developmental data on the animals can be found in Supplementary Table 3.

### Methylated DNA Immunoprecipitation and Next-Generation Sequencing

Our methylated DNA immunoprecipitation followed by next-generation sequencing (meDIP-seq) procedures were adapted from a previously published protocol and are outlined in detail below (Taiwo et al., 2012). Importantly, meDIP-seq provides qualitative measures of methylated CpG levels genome-wide and, unlike bisulfite dependent assays, is specific for methyl-cytosine. As previously noted, meDIP-seq coverage is highly reproducible with reduced coverage in regions of sparse CpG density, showing >99% concordance with bisulfite sequencing methods (Harris et al., 2010). However, our experimental design is based on treatment vs. controls and thus only queries genomic regions that are addressable by meDIP-seq reads. As such, we cannot eliminate the possibility that additional DMRs are present within genomic regions with sparse CpG coverage.

#### Sequencing Library Preparation

For each sample, 500 ng of DNA were diluted in a total volume of 60 μL of EB buffer (Qiagen, Hilden, Germany). DNA was then transferred to a 96-well plate and sheared for 1 h using the Covaris Focused-ultrasonicator. DNA was purified using Ampure XP in 20% polyethylene glycol (PEG) beads to obtain fragments sized from 200 to 500 basepairs (Beckman-Coulter, Brea, USA). Library preparation was performed on the Bravo Automated Liquid Handling Platform (Agilent, Santa Clara, USA) using the TruSeq DNA PCR-Free Sample Preparation Kit (Illumina, San Diego, USA). Following end-repair and A-tailing, adapters were ligated overnight at room temperature. PCR-free library preparation allowed for the conservation of methylated cytosines for subsequent methylated DNA immunoprecipitation. Finally, DNA was resuspended in 35 μL of EB buffer (Qiagen, Hilden, Germany). DNA was quality controlled using Qubit Fluorometric Quantitation and the DNA 1000 Bioanalyzer 2100 kit (Agilent, Santa Clara, USA) to verify DNA concentration and fragment size (250–550 bp).

#### Methylated DNA Immunoprecipitation

For each sample, 400 ng of the sequencing library DNA were diluted in a total volume of 50 μL of IP Buffer (10 mM sodium phosphate buffer, pH 7.0, 140 mM NaCl, 0.05% triton). DNA was denatured by incubation at 95°C for 10 min, followed by the addition of 48 μL ice-cold IP buffer and incubation on ice for 10 min. Two microliters of anti-5-methylcytosine antibody (Eurogenetec, Liège, Belgium), diluted to 1/50 in IP buffer (1 μL of antibody per 1 μg of DNA ratio), were added to each sample. Immunoprecipitation reactions were incubated for 16 h at 4°C with overhead rotation. Following two 5 min washes with 150 μL of 0.1% BSA/PBS, 50 μL of Dynabeads Protein G were incubated with 5 μL of secondary antibody (rabbit anti-mouse IgG; Jackson Immunoresearch, West Grove, USA) in 45 μL ice-cold IP buffer for 15 min at room temperature with overhead rotation. Beads were washed twice with IP buffer to remove unbound secondary antibody and resuspended in 50 μL IP buffer. The antibody-bound beads were added to the immunoprecipitation reactions and incubated for 2 h at 4°C with overhead rotation. Beads were then washed 6 times with 150 μL of ice-cold IP buffer and resuspended in 98.97 μL of Proteinase K digestion buffer (TE with 0.5% SDS). Following the addition of 1.25 μL Proteinase K (20 mg/mL; Qiagen, Hilden, Germany), samples were incubated in a thermomixer for 2 h at 55°C with a rotation speed of 1,250 rpm. The reaction was then allowed to cool at room temperature for 15 min. Supernatant was collected and bead cleanup was performed using equal volume SeraMag beads with 30% PEG. DNA was resuspended in 35 μL of EB buffer (Qiagen, Hilden, Germany).

#### Sample Amplification and Indexing

To reduce PCR amplification bias, two separate reactions of the same meDIP sample were run in parallel using the following PCR amplification cycle conditions. The reaction mixes were as follows: 15 μL DNA, 27 μL H_2_O, 12 μL 5X HF buffer, 1.5 μL DMSO, 1.0 μL paired-end primer (Illumina), 0.5 μL Phusion High-Fidelity DNA polymerase (New England Biolabs), 2 μL indexing primer (Illumina—specific to each sample). The amplification cycle was as follows: 98°C for 1 min, 12X (98°C for 15 s, 65°C for 30 s, 72°C for 30 s), 72°C for 5 min. Reactions from the same sample were pooled and bead cleanup was performed using SeraMag beads in 20% PEG (102 μL of beads per 120 μL of reaction). DNA was resuspended in a final volume of 35 μL of EB buffer.

#### Next-Generation Sequencing and Quality Control

Indexed meDIP libraries were combined in 3 pools of 20 samples each, distributing samples evenly by tissue, age, and prenatal treatment across all three sets. Next-generation sequencing was performed on the pools by the Genome Sciences Centre in Vancouver, BC, Canada. Each sample pool was run on two HiSeq lanes, which produced approximately 600,000,000 paired-end reads of 125 bases per lane. Fastq files were aligned to the most current rat genome (Rn6, July 2014) using the Burrows-Wheeler Transform (BWA) tool to obtain.bam files (Li and Durbin, 2009). Bam files were filtered using *samtools* to remove duplicate reads, unpaired reads, and reads with a minimum quality score below 10. Following alignment and filtering, each the two runs for each sample were merged using *samtools* to obtain a single bam file for each sample (Li et al., 2009). Supplementary Table 11 shows sequencing related information: sample pool, sample index, number of raw reads, number of filtered reads, and total number of reads/sample.

### Bioinformatic Analyses

#### Peakset Generation

Model-based analysis of ChIP-seq (MACS2; version 2.1.0.20140616) was used to identify enriched regions of DNA methylation across the genome (Zhang et al., 2008). The peak calling to identify peak regions (DNA methylation windows) was performed using the “callpeaks” function on paired end bam files with no control input and the following options: –f BAMPE–m 5 50–bw 300–g 2.9e9–q 0.05. 

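Methylated DNA was immunoprecipitated and sequenced from 48 hypothalami and from the white blood cells (WBC) of 12 of the P22 females. Counting the summits within one peak once, each of the 60 samples held between 138637 and 227667 peaks (median = 189359), which covered between 70897138 and 124462406 bp of the Rn6 genome. In the hypothalamus, the number of peaks was 198709.6 ± 16329 on P1 (SD, n = 12), 201183 ± 15156 on P8, 175889 ± 23606 on P15, and 158049.5 ± 10303 on P22. Age accounted for 54.0% of the variance in the number of peaks across the 48 hypothalamus samples (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). This share moved most, to 62.0%, when the samples with replicate number 12 were left out. Each DNA extraction round of the hypothalamus held samples of a single age, so the relation could not be recomputed within rounds. The round means were 194790.2 and 202629 peaks on P1, 202729.3 and 199636.2 on P8, and 165723.5 and 186054.2 on P15. On P22, they were 149654, 163806.7, and 157569, all below those of P1 and P8. This argues against differences between single extraction rounds as the only source of the fall to P22. All P22 samples were immunoprecipitated in a meDIP round of their own, so the fall to P22 cannot be told apart from that round. The lower numbers on P15 than on P1 and P8 lie within a single meDIP round. Any other effect shared by all rounds of an age cannot be told apart from age. The number of peaks was set against the number of fragments left after filtering in 5 sets of 12 samples of one age and tissue. On P1, Pearson's r was 0.864 (two-sided permutation p = 0.00053, Benjamini-Hochberg adjusted p = 0.000883), Spearman's rho was 0.902 (p = 0.00016, adjusted p = 0.0008), and r was 0.985 without the 2 samples farthest from the median depth. The P8 samples gave r = 0.845 (permutation p = 0.00044, adjusted p = 0.000883), rho = 0.853 (p = 0.00077, adjusted p = 0.00192), and r = 0.929 without those 2 samples. The P15 samples gave r = 0.884 (permutation p = 0.00017, adjusted p = 0.00085), rho = 0.748 (p = 0.00689, adjusted p = 0.0115), and 0.798 without them. In the P22 hypothalamus, r was 0.412 and rho was 0.413 (permutation p = 0.183 and adjusted p = 0.183 for both), and r was 0.0249 without those 2 samples. In WBC, r was 0.817 (permutation p = 0.00411, adjusted p = 0.00514) and rho was 0.615 (p = 0.0366, adjusted p = 0.0457), but r was 0.161 without those 2 samples, on which the relation rests.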

Each sample was modeled individually, generating 60 total peaksets. These were imported into R using the *DiffBind* package (Stark and Brown, 2011). As all samples had slightly different predicted peaks, peaksets were combined into common regions using the *dba.count* function in *DiffBind*, which removed peaks found in < 3 samples across the entire dataset and provided the total number of reads within each peak/sample. This created a final dataset of 469,162 peaks and 48 samples from the developmental profile of the hypothalamus, and a final dataset of 350,960 peaks and 24 samples in the P22 hypothalamus and WBC (tissue-concordant) peakset.

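Merging the peaks of the 48 hypothalamus samples wherever they overlapped by 1 bp or more, and keeping regions with a peak in at least 3 samples, gave 418769 regions with a median length of 730 bp. A region held a peak in a median of 15 samples, and 22787 regions held one in every sample. Requiring a peak in at least 5 samples moved this number most, to 352860, and leaving out the samples of any one replicate number gave between 409789 and 413164 regions. The same rule gave 350964 regions from the 24 samples of the P22 hypothalamus and WBC, with a median length of 715 bp and a peak in a median of 10 samples. Requiring a peak in at least 5 of the 24 samples gave 280651 regions, and 345785 regions remained in the 23 samples kept by the paper.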

#### Data Preprocessing and Normalization of the Developmental Dataset

First, the total reads within each peak were adjusted to reads/kilobase by dividing the number of reads within each region by their length. In turn, these were converted to reads per kilobase per million (RPKM) by dividing the reads/kilobase by the total number of reads found in the predicted peaks to account for differences in sequencing depth between samples. 

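The height of the highest peak of a sample in each region, which is the number of fragments covering its summit, was compared between hypothalamus samples on the log2 scale, over the regions with a peak in both samples of a pair. Across the 1128 pairs of samples, Pearson's r ranged from 0.582 to 0.795 (mean = 0.718). It averaged 0.754 in the 264 pairs of samples of the same age and 0.707 in the 864 pairs of different ages. The sample with the highest r to a given sample was of the same age for 44 of the 48 samples, and for 8 of the 12 P15 samples. With the floor, over all regions, these numbers were 33 of 48 and 0 of 12. It belonged to the same prenatal group for 15 of the 48 samples. The lowest r moved most, to 0.858, when peak heights were compared without the log2 transformation. These correlations run across regions, which are not independent replicates, and no p-value was computed for them.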

The samples in the developmental dataset were highly correlated (*r* > 0.95 for all samples), with samples clustering most closely with animals of the same age (Supplementary Figure 1). No outliers were detected in this first pass analysis.

Principal component analysis of the normalized RPKM data revealed significant levels of variation associated with batch effects. 

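In the log2 peak heights of the 48 hypothalamus samples, scaled between samples and with regions without a peak set to a floor of 6.72 fragments, the first principal component held 10.5% of the variance. DNA extraction round accounted for 96.5% of this component (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give; Benjamini-Hochberg adjusted p = 7.2e-05 over 6 factors on each of 6 components). The meDIP round accounted for 66.8% of it, with the same p and adjusted p. The sequencing pool accounted for 0.272% (permutation p = 0.939, adjusted p = 0.951).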

Notably, meDIP and DNA extraction rounds were associated with a large proportion of variation within the dataset. However, both these factors were highly confounded with age, as samples for each age were extracted as a batch and all P22 samples were immunoprecipitated in a separate batch (Supplementary Figure 2). 

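Age accounted for 96.3% of the first principal component of the 48 hypothalamus samples, and the alternative that moved this share most was the restriction to regions with a peak in every sample, which gave 93.6%. None of the 9 DNA extraction rounds of the hypothalamus held more than 1 age. Over the first 6 components together, age accounted for 13.6% of all variance in peak heights and extraction round for 14.9%.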

To account for these effects, ComBat correction, from the *SVA* package, was performed on the RPKM data from the hypothalamic samples to correct the effects of meDIP round and DNA extraction round in the dataset (Leek et al., 2012). Age was also slightly confounded with the breeding from which animals were collected, as not all ages were sampled from each of the different cohorts. 

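Because the deposited peak lists hold peak heights in place of read counts, peak heights were centred within each DNA extraction round rather than corrected with ComBat, a setting chosen after the data had been seen. Before centring, breeding cohort accounted for 28.7% of the first principal component of the hypothalamus samples (two-sided permutation test, p = 0.00183, adjusted p = 0.00732) and for 5.00% of all variance over the first 6 components. After centring, it accounted for 0.315% of all variance over 6 components, and its share of the first component had a permutation p of 0.906 (adjusted p = 1.00).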

Interestingly, some partial effects of breeding remained in the dataset following ComBat correction, suggesting that this covariate was not fully confounded with age. Furthermore, prenatal treatment accounted for a larger proportion of variance within the dataset following ComBat correction, suggesting that the removal of batch effects might allow for the identification of more subtle effects of PAE. 

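Prenatal group accounted for 0.701% of the first principal component of the uncentred hypothalamus samples (two-sided permutation test, p = 0.852, adjusted p = 0.951) and for 0.643% of all variance over the first 6 components. After peak heights were centred within extraction round, group accounted for 1.58% of all variance over 6 components. Its largest share of a single component was then 19.1% of the second (permutation p = 0.00234, adjusted p = 0.0842).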

The corrected and normalized RPKM values obtained from ComBat were used for plotting purposes, but were converted back to reads/kilobase for downstream statistical analyses.

#### Data Preprocessing and Normalization of the Tissue-Concordant Dataset

The tissue-concordant dataset was preprocessed and normalized as described above. Samples were highly correlated within tissue (*r* > 0.96), the main driver of DNA methylation patterns, and well correlated within the same animals (*r* > 0.92). However, one PF WBC sample clustered with the hypothalamus samples, suggesting that it may have been mislabeled during processing. 

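Over the regions with a peak in both samples of a pair, Pearson's r of the log2 peak heights ranged from 0.740 to 0.772 in the 66 pairs of P22 hypothalamus samples and from 0.767 to 0.798 in 55 pairs of WBC samples. Between the hypothalamus and WBC of the same animal, it ranged from 0.579 to 0.660 (mean = 0.630, 11 animals), and it averaged 0.615 in the 121 pairs of both tissues from different animals. The lowest r of an animal's own tissues moved most, to 0.868, without the log2 transformation. With the group mean of each tissue subtracted, each of the 11 WBC samples had its highest r with the hypothalamus of its own animal. The mean r was then 0.0349 within an animal and -0.0116 between animals of the same group (one-sided exact permutation test over 13824 pairings within groups, p = 7.23e-05, the smallest they allow). Subtracting the group means pushes the value between animals below 0, so it is not a separate observation. The correlations run across regions, which are not independent replicates.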

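The WBC sample of PF 15 is the sample that Supplementary Figure 3 places among the hypothalami. Its mean r of log2 peak heights was 0.726 with the 12 hypothalamus samples and 0.696 with the 11 other WBC samples, and its highest r was with the hypothalamus of PAE 16. Regions with a peak in every other WBC sample and in no hypothalamus sample numbered 3212. PF 15 WBC held a peak in 523 of them, or 16.3% (95% Wilson confidence interval 15.0 to 17.6, which covers counting error only). Leaving each sample out of its own tissue in the same way, the other WBC samples held between 86.6 and 95.2% of such regions and the hypothalamus samples between 2.90 and 9.47%. Of the 1441 regions with a peak in every hypothalamus sample and in no other WBC sample, PF 15 WBC held a peak in 1124, or 78.0% (Wilson interval 75.8 to 80.1). The hypothalamus samples held between 87.8 and 97.7% of such regions and the other WBC samples between 1.71 and 4.38%. With only peaks at a q-value under 0.001, the shares of PF 15 WBC were 16.9% and 78.6%.

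**Figure D1:**
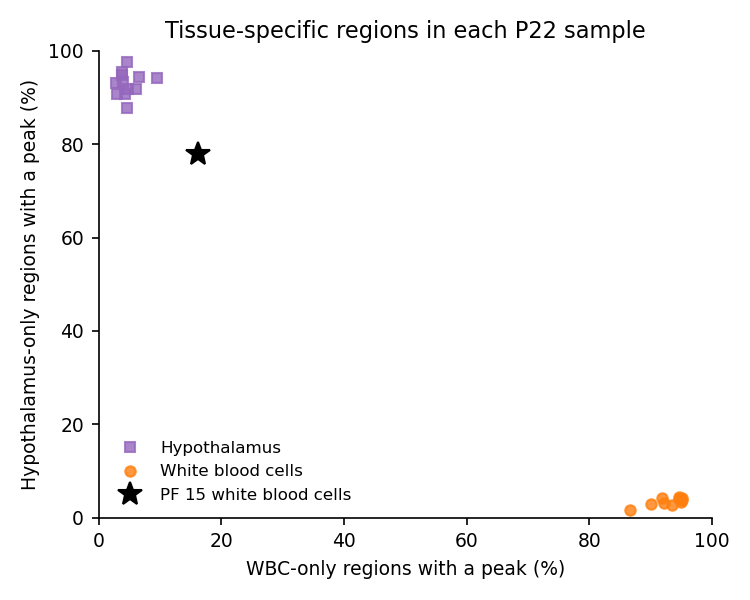
Share of WBC-only regions (x axis, in percent) and of hypothalamus-only regions (y axis, in percent) with a peak in each of the 24 P22 samples, each sample left out of its own tissue. PF 15 WBC, the star, lies at 16.3 and 78.0%, outside both the hypothalamus samples (squares) and the other WBC samples (circles).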

As such, this sample was removed from the dataset, resulting in a dataset of 23 samples (Supplementary Figure 3). Principal component analysis of the normalized tissue-concordant RPKM data revealed significant levels of variation associated with DNA extraction round batch effects (Supplementary Figure 4). 

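In the log2 peak heights of the 23 P22 samples that remained, the first principal component held 30.6% of the variance, and DNA extraction round accounted for 87.1% of it (two-sided permutation test with 100000 resamples, p = 4e-05; Benjamini-Hochberg adjusted p = 0.00072 over 6 factors on each of 6 components). The sequencing pool accounted for 1.24% (permutation p = 0.874, adjusted p = 0.998).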

Tissue type was the covariate most strongly associated with variance in the dataset, although it was slightly confounded with extraction round. 

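Tissue accounted for 98.9% of the first principal component of the 23 samples (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give; adjusted p = 0.00036), and for 97.9% over regions with a peak in every sample. Of the 5 DNA extraction rounds, only round 11 held both tissues, with 1 WBC and 2 hypothalamus samples. A limma model of the log2 peak heights with a term for each animal found 113355 of 350964 regions that differed between the tissues at an FDR under 0.05. Of these, 42977 were higher in the hypothalamus and 70378 were higher in WBC. With extraction round and breeding cohort in the model in place of the animal, 8307 regions differed.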

While ComBat correction was used to account for the effects of DNA extraction round in the tissue-concordant dataset, this approach limited our ability to identify tissue-specific differences, as it removed the majority of tissue-associated variance from the dataset. 

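Over the first 6 components of the 23 samples, tissue accounted for 30.2% of all variance before peak heights were centred within DNA extraction round and for 1.14% after. Its share of the first component was then 10.3% (two-sided permutation test, p = 0.136, adjusted p = 0.648). Every round but round 11 held a single tissue, so centring removes most of the tissue difference by design and this p does not test it. Centring in place of the ComBat correction was chosen after the data had been seen.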

Again, prenatal treatment was associated with a larger proportion of variance within the dataset following ComBat correction. 

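Prenatal group accounted for 3.15% of all variance over the first 6 components of the 23 samples before centring within extraction round and for 5.48% after it. Before centring, the share of group was 1.35% of the first component (two-sided permutation test, p = 0.871, adjusted p = 0.998) and 35.1% of the third (permutation p = 0.0046, adjusted p = 0.0365). The largest share after centring was 19.5% of the fourth component (permutation p = 0.0977, adjusted p = 0.648). Before centring, the WBC samples lay between -0.034 and 0.044 on the third component and the hypothalamus samples between -0.46 and 0.63. Group is a property of the animal, so the tissues of an animal are not independent samples of it.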

Interestingly, breeding once again remained a major contributor to variability within the dataset, suggesting that differences between cohorts may have an important influence on epigenetic patterns.

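Breeding cohort accounted for 1.74% of all variance over the first 6 components of the 23 samples before centring within extraction round and for 2.79% after it. Its largest share of a single component was 21.5% of the fifth before centring (two-sided permutation test, p = 0.00516, adjusted p = 0.0365) and 16.2% of the fifth after (permutation p = 0.0468, adjusted p = 0.648). Cohort is a property of the animal, so the tissues of an animal are not independent samples of it.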

#### Removing Cell-Type Specific DMRs

Using previously characterized transcriptomic profiles from mouse neurons, oligodendrocytes, and astrocytes, we identified DNA methylation peaks within genes that are specifically expressed in each different cellular subtype (1.5-fold expression difference compared to other cell types; Cahoy et al., 2008). Given the relationship between gene expression and epigenetic patterns, it is possible that alterations to the DNA methylation levels of these genes could reflect changes in the cell-type proportions within this dataset. However, the majority of the peaks in the dataset were located within intergenic regions, with no annotated associations with these genes, reducing our ability to capture cell-type related differences. As such, only regions directly located within neuron-, oligodendrocyte-, or astrocyte-specific genes were removed from further analyses to reduce the potential confounding factor of cell type, resulting in a dataset of 451,112 peaks for downstream analyses of the hypothalamus.

#### DMR Identification

Linear modeling was performed using *edgeR*, which is typically used to analyze RNA-seq count data and includes a factor to account for the number of reads in each sample (Robinson et al., 2010a; Nikolayeva and Robinson, 2014). This method was used to identify differentially methylated regions (DMRs) that were consistently different between PAE animals and both control groups across the different ages and tissues. For both analyses, the model accounted for the effects of collection during different breedings, and *p*-values were corrected for multiple-testing using the Benjamini-Hochberg method. Statistically significant DMRS at a false discovery rate (FDR) < 0.05 were obtained for the following contrasts: PAE vs. C, PAE vs. PF, and C vs. PF. The final PAE-specific DMRs were statistically significant in both PAEvC and PAEvPF, and were not found in the PFvC contrasts.

#### Genomic Enrichment

Custom annotations were built for each peakset using the UCSC genome browser gene annotations. Briefly, genomic coordinates of all CpG islands, exons, introns, promoters (TSS-200 bp and TSS-1500 bp), 3′ untranslated regions (UTR), 5′ UTRs for the rn6 genome were obtained as bed files from the table browser. In parallel, MeDIP-seq peaks were converted to the bed file format and the overlap of genomic features with MeDIP-seq peaks was computed iteratively using the *intersectBed* function from *bedtools*, retaining only the peaks that contained the assessed genomic feature (Quinlan and Hall, 2010). The overlaps were concatenated into a single annotation set in R, where individual peaks contained information for each potential genomic feature. Of note, regions spanning both introns and exons were deemed intron/exons boundaries. *P*-values for genomic feature enrichment analyses were calculated by computing background levels of genomic features on 1,000 random subsets of DMRs, using the same number of PAE-specific DMRs.

#### Transcription Factor Binding Site Analysis

Enrichment of different transcription factors binding sites (TFBS) in PAE-specific DMRs was assessed using the *motifEnrichment* function of the *PWMEnrich* package (Stojnic and Diez, 2013). DMR DNA sequences were obtained from the UCSC genome browser (Rn6 genome). As no binding motifs were available for the *Rattus norvegicus* genome, motifs from the *Mus musculus* genome were obtained from the *PWMEnrich.Mmusculus.background*. Motifs were summarized using the *groupReport* function. *P*-values were calculated by performing enrichment analysis on 1,000 random subsets of DMRs, using the same number of PAE-specific DMRs for each analysis to assess background levels of each TFBS in the different peaksets.

#### Gene Ontology Analysis

The gene-score resampling (GSR) tool of ErmineJ (version 3.0.2) was used to identify gene function enrichment in the differentially methylated genes including the Gene Ontology (GO) annotations molecular function, biological process, and cellular component (Lee et al., 2005; Gillis et al., 2010). The ermineJ GSR tool was set with the following parameters: max gene set size = 2,000; min gene set size = 2; iterations = 10,000. Once again, statistically significant associations (*p* < 0.05 and multifunctionality score < 0.05) were obtained for the following contrasts: PAE vs. C, PAE vs. PF, and C vs. PF. The final PAE-specific GO terms were statistically significant in both PAEvC and PAEvPF, and were not found in the PFvC contrasts. Importantly, ermineJ accounts for the multiple functions assigned to many genes, generating a multifunctionality *p*-value to reduce the bias of gene ontology analyses toward pathways with numerous common genes (Gillis and Pavlidis, 2011; Ballouz et al., 2017).

### Bisulfite Pyrosequencing

DNA from the same samples as above were subjected to bisulfite conversion using the Zymo EZ DNA Methylation Kit (Zymo Research, Irvine, California), which converts DNA methylation information into sequence base differences by deaminating unmethylated cytosines to uracil while leaving methylated cytosines unchanged. Bisulfite pyrosequencing assays were designed with PyroMark Assay Design 2.0 (Qiagen, Hilden, Germany; Supplementary Table 4). The regions of interest were amplified by PCR using the HotstarTaq DNA polymerase kit (Qiagen, Hilden, Germany) as follows: 15 min at 95°C, 45 cycles of 95°C for 30 s, 58°C for 30 s, and 72°C for 30 s, and a 5 min 72°C final extension step. For pyrosequencing, single-stranded DNA was prepared from the PCR product with the Pyromark™ Vacuum Prep Workstation (Qiagen, Hilden, Germany) and the sequencing was performed using sequencing primers on a Pyromark™ Q96 MD pyrosequencer (Qiagen, Hilden, Germany). The quantitative levels of methylation for each CpG dinucleotide were calculated with Pyro Q-CpG software (Qiagen, Hilden, Germany). Of note, only PAE and C animals were assessed by bisulfite pyrosequencing. We selected several DMRs for verification by bisulfite pyrosequencing based on their potential role in PAE-induced deficits, mainly focusing on their associated gene.

## Results

### The Developmental Profile of the Rat Hypothalamus

Our initial analysis of this dataset aimed to identify persistent alterations to DNA methylation patterns in the female rat hypothalamus across early development (P1, 8, 15, and 22) using methylated DNA immunoprecipitation (meDIP-seq). These ages were selected as they represent key developmental time points, including birth (P1), the brain growth spurt (P8), eye opening (P15), and weaning (P22; Dobbing and Sands, 1979; McCormick and Mathews, 2010).

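The hypothalami came from 48 females, 4 from each of the PAE, pair-fed (PF) and control (C) groups on each of P1, P8, P15, and P22. DNA was enriched with an antibody against 5-methylcytosine (meDIP) and sequenced in paired ends. Between 12521572 and 22156238 fragments per sample remained after filtering, with a median of 16911994 in C, 17150602.5 in PF, and 17365348 in PAE animals. The authors aligned the reads to Rn6, removed duplicate, unpaired and low-quality reads, and called peaks in each sample with MACS2 2.1.0.20140616 at a q-value of 0.05 and without an input control. The peak lists they deposited give for each summit its height in fragments, its fold enrichment over the local background and its -log10 p-value and q-value, none of them scaled to the depth of the library. The read counts per region, the RPKM values and the ComBat correction of the paper were not used here, and neither was its filter for cell-type associated peaks. From the lists, the height of the highest peak of a sample in each of the 418769 merged regions was scaled by the median log ratio to the mean sample over the regions with a peak in every sample. Where a sample had no peak, its height was set to the floor of 6.72 fragments, the median over samples of the smallest scaled height. A peak below the threshold of the authors' peak caller is therefore not seen, and differences under the floor were not detectable. A limma model of the log2 heights included group, DNA extraction round, which separates the ages and meDIP rounds, and breeding cohort. As in the paper, a region was PAE-specific when its FDR was under 0.05 in PAE vs. C and in PAE vs. PF but not in PF vs. C.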

#### PAE Resulted in Persistent Alterations to DNA Methylation Patterns in the Hypothalamus

As cell type proportions are a major driver of DNA methylation patterns, we first removed peaks that were located within genes specifically expressed in neurons, astrocytes, or oligodendrocytes, resulting in a dataset of 48 samples and 451,112 peaks. We assessed the cell-type associated peaks independently by linear modeling (18,050 peaks), identifying few differences among prenatal groups (Supplementary Figure 5). Although this filter was limited by the use of genic and promoter regions, as well as gene expression patterns from isolated neurons, glia, and oligodendrocytes, this partial analysis suggested that few differences in the proportions of the three major brain cell types were present in the dataset. In addition to cell type differences, highly-methylated regions associated with age could have also introduced additional variation into our data. As such, we included age as a covariate in our statistical models, which may partially account for these age-induced effects through statistical means.

To assess persistent alterations to DNA methylation patterns caused by PAE, we performed linear modeling on the hypothalamic samples across all ages with a model that also accounted for differences across breeding cohorts. Using contrast analyses, we successfully identified 118 PAE-specific DMRs at an FDR < 0.05 that persisted across all four developmental ages and showed consistently different DNA methylation levels between PAE animals and controls (Figure 2; Supplementary Table 5). 

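In the limma model of the log2 peak heights, 0 of 418769 regions were PAE-specific at an FDR under 0.05. No region passed this threshold in PAE vs. C, PAE vs. PF or PF vs. C either. At an unadjusted p under 0.05, 20841 regions differed in PAE vs. C, 20351 in PAE vs. PF, and 22829 in PF vs. C, and 4077 met the PAE-specific pattern. The replicate numbers in the sample labels are shared by the groups. Samples of different groups with the same number had a mean correlation of 0.00275 in their deviations from the group means (48 pairs), against -0.00090 for samples of the same age with other numbers (144 pairs). With the replicate number as a block in the model, 0 regions were PAE-specific at an FDR under 0.05 and 4146 at an unadjusted p under 0.05. Averaging littermates moved the results most, to 12 regions in PAE vs. PF. Covariate effects were subtracted before this averaging and the means were fitted with group alone, so these p-values can be too small. When 200 regions were given a simulated log2 change in PAE animals, the limma model recovered 7.5% of them at a change of 0.6, 52% at 1, and 83.5% at 2. These 200 were drawn from the 153969 regions with a peak in at least every other sample. The paper's median DMR held a peak in 9 of the 48 samples, so these shares do not give the recovery at such regions. Of the 118 DMRs in Supplementary Table 5, 103 overlapped one of the regions. In PAE vs. C, 94 of these 103 (91.3%) changed in the direction the paper gives, with a mean change in that direction of 0.25 on the log2 scale (two-sided permutation test within ages, p = 1e-05, the smallest that 100000 resamples can give). In PAE vs. PF, 93 of 103 did, with a mean change of 0.25 and the same p. In PF vs. C, 65 of 103 changed in the paper's direction for PF vs. C, and the mean change in its direction for PAE vs. C was 0.0041 (permutation p = 0.773). Under the replicate block, which exchanged labels only between samples with the same number, the p was 3e-05 in PAE vs. C and in PAE vs. PF. With samples without a peak left out in place of the floor, 60 of 77 DMRs with values in both groups kept the direction in PAE vs. C. The paper chose these DMRs from the reads of the same samples, so their direction here is not an independent test. In the limma model, 29 of the 103 DMRs had an unadjusted p under 0.05 in PAE vs. C and PAE vs. PF, and the smallest adjusted p was 0.959 in PAE vs. C and 0.973 in PAE vs. PF. From its contrast analyses, in which these DMRs differed in PAE vs. C and PAE vs. PF but not in PF vs. C at all ages together, the paper concludes that PAE alters DNA methylation in the hypothalamus persistently over early development. The paper also tested some of the DMRs by bisulfite pyrosequencing in PAE and C animals. It reports the direction of its meDIP-seq result at Drd4 and less consistent changes at Ifih1, Mycbp, and Plvap.

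**Figure D2:**
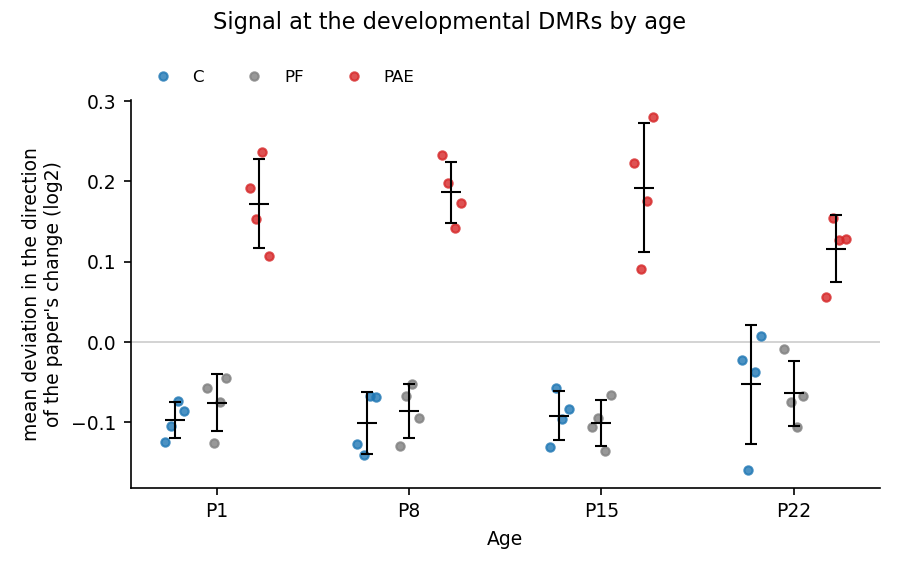
Each point is a hypothalamus sample, placed at its mean deviation in log2 peak height from its extraction round over 103 DMRs (y axis), taken in the direction of change that the paper gives, by age (x axis) and group; lines show the mean and SD of 4 samples. The 4 PAE samples of each age lie above all C and PF samples of that age.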

Of these, 47 were up-methylated and 75 were down-methylated in PAE animals vs. control groups, and their sizes ranged from 316 to 1027 bp (median = 494.5 bp).

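Supplementary Table 5 lists 47 DMRs with more and 71 with less DNA methylation in PAE animals, with lengths from 316 to 1027 bp and a median of 494.5 bp. The up-methylated DMRs held a peak in a mean of 8.53 of the 16 PAE samples, 5.21 of the 16 C samples, and 5.66 of the 16 PF samples. For the down-methylated DMRs, these means were 1.96 PAE, 4.49 C, and 4.55 PF samples. The median DMR held a peak in 9 of the 48 samples, and 4 DMRs held a peak in none. Over all peaks of a sample, PAE animals had 1760.75 more peaks in the hypothalamus than C animals (two-sided permutation test within ages, p = 0.774, n = 16 per group; p = 0.762 under the replicate block). The difference of PAE from PF animals was -2143.75 peaks (permutation p = 0.744; p = 0.785 under the replicate block), and that of PF from C animals was 3904.5 peaks (permutation p = 0.502; p = 0.533 under the replicate block).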

**Figure 2:**
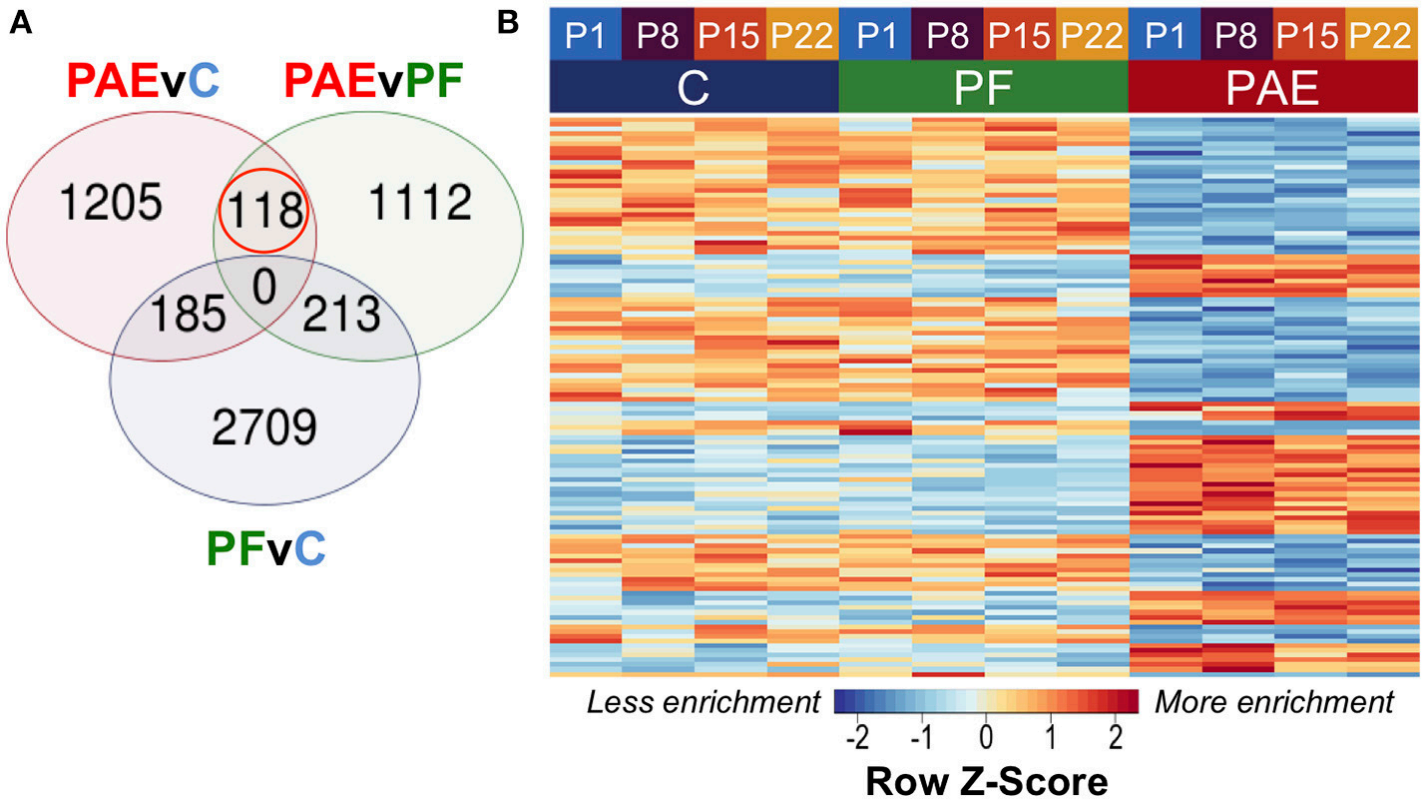
PAE-specific DMRs across pre-weaning development of the hypothalamus. **(A)** Contrast analysis revealed 118 PAE-specific differentially methylated regions (DMR), which were significantly different in PAE vs. C animals and PAE vs. PF animals, but not significantly different between PF vs. C. **(B)** The DMRs showed consistent difference between PAE animals and controls across ages. Each row represents a different DMR, while each column shows the mean for all animals within that group/age (*n* = 4). Reads per kilobase per million (RPKM) data were scaled and centered to produce a Z-score for each DMR, where those in blue showed less DNA methylation enrichment and those in red showed more enrichment.

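Over the 103 DMRs that overlapped a merged region, the mean deviation in the paper's direction of change on P1 was 0.17 ± 0.06 on the log2 scale in PAE (SD, n = 4), -0.10 ± 0.02 in C, and -0.08 ± 0.04 in PF animals. It was 0.19 ± 0.04, -0.10 ± 0.04, and -0.09 ± 0.03 on P8, and 0.19 ± 0.08, -0.09 ± 0.03, and -0.10 ± 0.03 on P15, in the same order. On P22, it was 0.12 ± 0.04 in PAE, -0.05 ± 0.07 in C, and -0.06 ± 0.04 in PF animals. The extraction round of the C 16 and PF 13 hypothalami held no PAE sample. Centring within it set their values to 0.0080 and -0.0080, which carry no comparison with PAE animals. At each age, the exact permutation test gave p = 0.0286 in PAE vs. C and in PAE vs. PF, the smallest that 4 animals against 4 allow in a two-sided test, and between 0.371 and 0.857 in PF vs. C. Single DMRs were less uniform, since the PAE mean lay on one side of the C and PF means at all 4 ages for 20 of the 103 DMRs. Random sets of regions held a median of 1 such region, and at most 7 in 10000 sets. The paper chose the DMRs in these samples, so this excess is not an independent test. Over all 418769 regions, the effect of group differed between ages in 176 at an FDR under 0.05 (limma F test of the interaction of group and age) and in 23698 at an unadjusted p under 0.05. Among the 103 DMRs, 9 had an unadjusted p under 0.05 in this test and 1 an FDR under 0.05 (adjusted p = 0.0111). Of 100 splits with group labels exchanged within replicate numbers, the real one included, 57 gave at least 176 regions. The number of regions thus cannot be told apart from that of a random split. None of the 22787 regions with a peak in every sample passed the threshold.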

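The paper's annotation places 34 of its 118 developmental DMRs in genes. At the Ccrl2 DMR (Rn6, chromosome 8 from 119324904 to 119325855, intron/exon boundary), the log2 fold change of peak height was 0.58 in PAE vs. C (standard error 0.18, limma adjusted p = 0.959). It was 0.37 in PAE vs. PF (standard error 0.18, limma adjusted p = 0.973). A peak was found there in 11 of 16 PAE, 9 of 16 PF, and 7 of 16 C samples, and the change in PAE vs. C stayed between 0.46 and 0.68 when the samples of each replicate number were left out in turn. The Il20ra DMR (chromosome 1 from 15191610 to 15192035, intron) held a peak in 1 of the 48 samples, too few for a merged region, so no change could be computed for it.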

Overall, 34 DMRs were located in genes, particularly within those involved in dopamine signaling (*Drd4*), the immune response (*Ifih1, Ccrl2, Il20ra*), and blood-brain barrier function (*Plvap*). Of note, two overlapping genes, *Golga4* and *Ctdspl*, contained two separate DMRs, and were the only genes with multiple DMRs. 

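The DMRs of the overlapping genes Ctdspl and Golga4 lie in introns on chromosome 8 of Rn6. The first, from 127199227 to 127199648, held a peak in 3 PAE, 4 PF, and 2 C samples of 16 each, with a log2 fold change of 0.03 in PAE vs. C (standard error 0.17, limma adjusted p = 0.997) and -0.0054 in PAE vs. PF (standard error 0.17, limma adjusted p = 1.00). Its change in PAE vs. C ranged from -0.063 to 0.13 when the samples of each replicate number were left out, so its sign depended on single sets of samples. The second, from 127241188 to 127241611, held a peak in 0 PAE, 5 PF, and 1 C samples. Its log2 fold change was -0.048 in PAE vs. C (standard error 0.09, limma adjusted p = 0.978) and -0.26 in PAE vs. PF (standard error 0.09, limma adjusted p = 0.973).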

Although the entire DMR set did not show any significant differences in genomic location enrichment compared to the background of the dataset, the up-methylated DMRs displayed significantly more enrichment in CGI and exons compared to random chance (*p* < 0.05; Figure 3). Furthermore, the majority of DMRs were located in intergenic regions, and while these were not significantly enriched compared to the entire dataset, these results suggested that intergenic regions may be more responsive to the influence of PAE on the epigenome, and may contain important regulatory regions that are not yet annotated in the rat genome.

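By the paper's annotation, 84 of the 118 DMRs (71.2%) were intergenic, 31 of the up-methylated and 53 of the down-methylated DMRs. The DMRs with the largest fold change in each direction in Supplementary Table 5 are both intergenic. The down-methylated one lies on chromosome 15 of Rn6 from 66140998 to 66141718, with a log2 fold change of peak height of -0.46 in PAE vs. C (standard error 0.17, limma adjusted p = 0.959) and -0.32 in PAE vs. PF (standard error 0.17, adjusted p = 0.973). The up-methylated one, on chromosome 20 from 33453367 to 33454162, had a log2 fold change of 0.14 in PAE vs. C (standard error 0.08, limma adjusted p = 0.959) and 0.16 in PAE vs. PF (standard error 0.08, adjusted p = 0.973). It held a peak in 8 PAE, 3 PF, and 2 C samples.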

**Figure 3:**
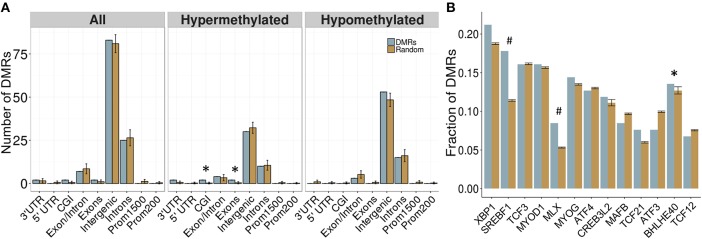
Enrichment patterns of the developmental DMRs. **(A)** Genomic feature enrichment profile of all, up-methylated, and down-methylated DMRs. The probe counts for each feature (blue) were compared to the results from permutation analyses of 118 random regions (orange), which were used to compute the *p*-value. The majority of DMRs were located in intergenic regions or introns. Up-methylated regions in PAE animals contained more CpG islands (CGI) and exons than expected by chance (*p* < 0.05). **(B)** Overrepresentation analysis of transcription factor binding sites in the DMRs. Only BHLHE40 showed higher enrichment in the PAE-specific DMRs (blue) than by random chance (orange; *p* < 0.05), although SREBF1 and MLX trended toward significance (*p* < 0.1). *p < 0.05, #*p* < 0.1.

Of note, meDIP-seq provides relative levels of DNA methylation based on enrichment scores, and thus, the magnitude of change (i.e., % methylation) was not assessed using this method. Nevertheless, 38 of the DMRs showed at least 1.5-fold change in DNA methylation levels in PAE animals vs. controls, including those in *Drd4, Plvap*, and *Cntnap5c* (Supplementary Table 6), suggesting that PAE could induce robust alterations to DNA methylation patterns in the hypothalamus.

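In the fold changes of Supplementary Table 5, 38 of the 118 DMRs changed at least 1.5-fold in PAE vs. C and in PAE vs. PF, 11 of them up-methylated and 27 down-methylated. In peak height, the 103 DMRs with a merged region had a median size of the log2 fold change of 0.21 in PAE vs. C. The Cntnap5c DMR (Rn6, chromosome 13 from 6442080 to 6442489, intron) had a log2 fold change of -0.089 in PAE vs. C (standard error 0.10, limma adjusted p = 0.971) and -0.17 in PAE vs. PF (standard error 0.10, limma adjusted p = 0.973). It held a peak in 0 PAE, 4 PF, and 1 C samples of 16 each. Its change in PAE vs. C ranged from -0.10 to -0.00081 when the samples of each replicate number were left out in turn.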

#### PAE-Specific DMRs Contained a Greater Proportion of Computationally-Predicted Bhlhe40 and Srebf1 Transcription Factor Binding Sites

To follow up on the large proportion of intergenic regions in the PAE-specific DMRs, we assessed the enrichment of transcription factor binding sites (TFBS) within these regions using binding motifs from the mouse genomes. Although the overlap between the rat and mouse genomes is not perfect (~70%), the rodent family shares many genomic characteristics and this analysis provided an important first pass analysis of potential regulatory factors within these regions. Following multiple-test correction (FDR < 0.05), few TFBS were enriched within these regions compared to background levels. However, the BHLHE40 binding motif was significantly enriched within the PAE-specific DMRs (*p* < 0.05), while the SREBF1 and MLX motifs trended toward significance (*p* < 0.10; Figure 3B). These results suggest that certain transcription factors may play a role in the long-term reprogramming of hypothalamic functions by PAE and may act in concert with other factors to sculpt the epigenome and downstream phenotypes.

#### Genes in PAE-Specific DMRs Were Enriched for Biological Processes Associated With Hypothalamic Functions

We performed GO analysis to ascertain the broad functional impact of PAE-induced changes in DNA methylation patterns of the hypothalamus across early development. This analysis revealed 20 PAE-specific biological processes (both *p*-values and multifunctionality *p*-value < 0.05 in PAEvC and PAEvPF, >0.05 in PFvC; Table 1). Although these findings failed to reach significance after multiple-test correction, they were potentially reflective of the broader effects of PAE on the epigenome. Of note, the top GO terms were associated with steroid receptor signaling (GO:0042921, GO:0030518, GO:0031958, GO:0030520), a key function of the hypothalamus. Several processes associated with epigenetic regulation (GO:0016577, GO:0006482, GO:0070932) were also enriched in the PAE-specific DMRs, as were processes involved in immune function (GO:0030885, GO:0030886, GO:0002314), and cellular metabolism (GO:0050812).

**Table 1:** Biological processes enriched in the developmental profile DMRs.

**Name**	**ID**	**Number of genes**	**Multi-functionality**	***P*****-value**			**Multifunctionality** ***p*****-value**		
				**PAEvC**	**PAEvPF**	**PFvC**	**PAEvC**	**PAEvPF**	**PFvC**
Glucocorticoid receptor signaling pathway	0042921	4	0.475	0.00117	0.00432	0.06853	0.0011	0.00456	0.07096
Intracellular steroid hormone receptor signaling pathway	0030518	27	0.681	0.00146	0.00865	0.09115	0.00148	0.00765	0.09009
Corticosteroid receptor signaling pathway	0031958	5	0.442	0.0025	0.01919	0.10193	0.00269	0.01955	0.1019
Regulation of myeloid dendritic cell activation	0030885	2	0.129	0.00816	0.0198	0.14194	0.00843	0.01869	0.14077
Negative regulation of myeloid dendritic cell activation	0030886	2	0.129	0.00816	0.02063	0.1637	0.00843	0.01978	0.163
Histone demethylation	0016577	13	0.397	0.01224	0.02727	0.18051	0.01204	0.02756	0.17928
Protein demethylation	0006482	15	0.365	0.01636	0.0284	0.18496	0.01597	0.02785	0.18571
Protein dealkylation	0008214	15	0.365	0.01636	0.02926	0.2578	0.01597	0.02805	0.26243
Calcium ion export	1901660	3	0.345	0.0166	0.02927	0.32371	0.01739	0.02926	0.32667
Protein sumoylation	0016925	11	0.328	0.01845	0.03449	0.33119	0.01688	0.03389	0.33539
Regulation of protein targeting to membrane	0090313	11	0.631	0.01845	0.03449	0.42205	0.01688	0.03389	0.42409
Intracellular estrogen receptor signaling pathway	0030520	6	0.523	0.01891	0.0354	0.42205	0.01913	0.0354	0.42409
Histone H3 deacetylation	0070932	8	0.419	0.02819	0.04091	0.56227	0.03028	0.04161	0.56796
Relaxation of smooth muscle	0044557	6	0.679	0.03185	0.04117	0.56279	0.03219	0.04121	0.56348
Midbrain-hindbrain boundary development	0030917	3	0.267	0.03285	0.04178	0.72697	0.03382	0.04319	0.72413
GDP-mannose metabolic process	0019673	5	0.252	0.03451	0.04275	0.7401	0.03368	0.04445	0.73884
Protein deacetylation	0006476	20	0.664	0.04114	0.04456	0.76723	0.04009	0.04284	0.76878
Regulation of acyl-CoA biosynthetic process	0050812	4	0.358	0.04459	0.04469	0.89405	0.04633	0.04556	0.89682
Germinal center B cell differentiation	0002314	2	0.073	0.0467	0.04469	0.89405	0.04618	0.04556	0.89682
Negative regulation of nuclear division	0051784	24	0.774	0.04736	0.04683	0.97779	0.04927	0.04737	0.97771

#### The Ddr4 DMR Was Verified by Bisulfite Pyrosequencing

Given that meDIP-seq provides a relative signal of DNA methylation levels, we verified the PAE-specific DMRs using bisulfite pyrosequencing, a highly quantitative measure of DNA methylation, to test whether meDIP-seq could accurately detect alterations in DNA methylation patterns. Importantly, this technique also detects DNA hydroxymethylation, but cannot differentiate between the different cytosine modifications, while meDIP-seq is specific to DNA methylation due to the nature of the antibody used. We assessed four different DMRs, based on their potential role in the etiology of PAE-induced deficits. Of note, only a portion of CpGs within each DMR were assessed by bisulfite pyrosequencing due to limitations in read length, and as such, additional CpGs within the DMR may partially drive some of the differential DNA methylation enrichment identified by meDIP-seq.

We first assayed 16 CpGs within the 3′ UTR of the *Drd4* DMR (chr1:214,281,174-214,281,640) in the same samples as the meDIP-seq analysis (Figure 4; Supplementary Table 7). DNA methylation at all CpGs assayed was significantly associated with PAE when correcting for age (*p* < 0.05). Moreover, this analysis detected a >5% change in DNA methylation across the entire DMR on P1 and P22 in PAE compared to C animals (*p* < 0.05). A 5% DNA methylation change is often used as an arbitrary quantitative cutoff for potential biological significance in epigenome-wide association studies, although we note that many studies report lower effect sizes (Mill and Heijmans, 2013; Breton et al., 2017). At older ages, several of the CpGs remained significantly different between PAE and controls, with several remaining present on P22. Overall, bisulfite pyrosequencing showed the same direction of change as the meDIP-seq analysis in this DMR and generally displayed good concordance between the two technologies (Table 2).

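In the meDIP-seq peak lists, the Drd4 DMR held a peak in 6 of 16 PAE, 3 of 16 PF, and 1 of 16 C hypothalamus samples. The log2 fold change of its peak height was 0.12 in PAE vs. C (standard error 0.09, limma adjusted p = 0.962) and 0.079 in PAE vs. PF (standard error 0.09, limma adjusted p = 0.979). The change in PAE vs. C stayed above 0 when the samples of each replicate number were left out in turn, from 0.074 to 0.17. Most samples had no peak there and entered at the floor, which limits the size of the change that the peak heights can show.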

**Figure 4:**
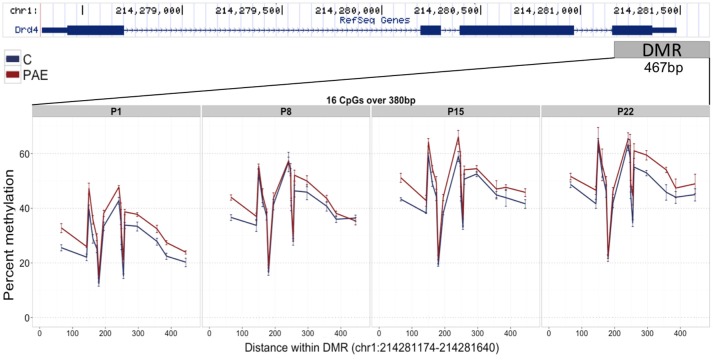
Bisulfite pyrosequencing verification of the *Drd4* DMR. 16 CpGs (#7–22) spanning 380 base pairs (bp) of the DMR located in the 3′ UTR of *Drd4* were verified by pyrosequencing in the same animals as the meDIP-seq analysis. All CpGs on P1 displayed >5% change in DNA methylation levels between PAE (red) and controls (blue). Of these, several were consistently different across all ages and a number persisted until P22. The total levels of DNA methylation in the DMR also increased with age across all groups.

**Table 2:** Summary of the pyrosequencing results for the *Drd4* DMR.

**Age**	**DMR DNAm**		**DMR DNAm change**				**DMR *p*-value**	**Individual CpGs (from #7–22 of the DMR)**		
	**PAE**	**C**	**Mean**	**95% CI (lower)**	**95% CI (upper)**	**SD**		***p* < 0.05**	**change >0.05**	***p* < 0.05 and change >0.05**
All ages	44.310	40.211	3.925	1.549	6.301	1.212	2.59E-03	CpG 7–22	CpG 7, 9, 10, 17, 18	CpG 7, 9, 10, 17, 18
P1	32.868	27.748	5.120	2.371	7.869	1.402	6.49E-03	CpG 7–21	CpG 7, 9, 10, 15–17	CpG 7, 9, 10, 15–17
P8	41.393	41.666	−0.273	−5.214	4.667	2.521	9.16E-01	CpG 7	CpG 7	CpG 7
P15	49.393	44.790	4.603	2.120	7.085	1.267	8.36E-03	CpG 7–10, 12, 13, 15–17	CpG 7, 10, 13, 16	CpG 7, 10, 13, 16
P22	53.587	47.555	6.032	1.452	10.613	2.337	3.25E-02	CpG 8, 13, 16–20	CpG 8–11, 13, 15, 17–22	CpG 8, 13, 17–20

We also used this method to verify three additional DMRs, located within *Ifih1* (chr3: 48,561,559-48,561,925), *Mycbp* (chr5:141,565,784-141,566,172), and *Plvap* (chr16: 19,912,813-19,913,185) (Supplementary Figure 6; Supplementary Table 7). These showed less consistent changes in DNA methylation between the two methods, as some ages appeared to drive DNA methylation patterns more than others and some CpGs showed opposite direction of change between meDIP-seq and pyrosequencing. 

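In the meDIP-seq peak lists, the Ifih1 DMR held a peak in 1 PAE, 1 PF, and 2 C hypothalamus samples of 16 each. Its log2 fold change was -0.10 in PAE vs. C (standard error 0.15, limma adjusted p = 0.973), with a range of -0.20 to 0.02 when the samples of each replicate number were left out. In PAE vs. PF, it was -0.0056 (standard error 0.15, limma adjusted p = 1.00), and its sign reversed, to 0.0099, under the replicate block. Of the 48 samples, 0 held a peak at the Mycbp DMR and 1 held a peak at the Plvap DMR. Neither DMR had a merged region, so no change could be computed for them.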

For instance, the *Ifih1* locus only showed significant differential DNA methylation at P15 only (*p* = 0.044; change = 1.21%), while the *Mycbp* and *Plvap* loci displayed a subset of significant CpGs at various ages. Although the small differences identified among groups suggest that meDIP may be sensitive enough to detect small changes in DNA methylation levels, the direction of change was not always consistent with the meDIP-seq results. These findings also raised the possibility that DNA hydromethylation differences may also be in play within these loci, since this DNA modification shows high prevalence in the brain and that could potentially explain the discrepancies between meDIP-seq and pyrosequencing (Lister et al., 2013).

### Tissue-Concordant Alterations to DNA Methylation Patterns

In parallel to the analysis of DNA methylation in the hypothalamus during early development, we used meDIP-seq to assay DNA methylation in the hypothalamus and WBC of the same P22 females. This analysis aimed to identify tissue-concordant alterations present in both the central nervous system (CNS) and peripheral tissue in response to PAE.

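The 24 samples came from 12 P22 females, 4 in each prenatal group, with the hypothalamus and the WBC of each. They were enriched and sequenced in the same way, and between 11910384 and 18030851 fragments per sample remained after filtering, with a median of 15982883 in C, 16018251 in PF, and 15799246 in PAE samples. The authors' alignment, filtering and peak calling were those of the developmental samples. As in the paper, the PF 15 WBC sample was left out, which gave 7 PF, 8 C, and 8 PAE samples. Peak heights in the 350964 merged regions were scaled in the same way and floored at 6.95 fragments. The limma model included group, tissue, DNA extraction round, and breeding cohort, and it treated the tissues of an animal as separate samples.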

#### White Blood Cell Proportions Were Not Different Across Groups

As noted, cell type proportions are a major driver of epigenetic variability. However, the volume of blood collected from P22 animals was too small to perform both epigenetic and blood composition analyses on the same animals. For this reason, we collected samples from P22 animals from an independent cohort (i.e., bred at a later time, but under the same conditions as those in the present study) to determine whether PAE altered the proportions of WBCs that would be collected using the *Ficoll-Paque* method. Composition analysis of whole blood indicated the proportions of lymphocytes, neutrophils, monocytes, basophils, eosinophils, and large unclassified cells. Linear modeling revealed no significant differences among prenatal treatment groups, suggesting that PAE does not alter the proportion of the major WBC subtypes (Supplementary Figure 7). These findings suggest that WBC proportions likely did not influence differences in DNA methylation patterns between groups in the present dataset.

#### PAE Caused Tissue-Concordant Alterations to DNA Methylation Patterns

To identify tissue-concordant alterations to DNA methylation patterns associated with PAE, we performed linear modeling on the tissue-concordant dataset with a model that also accounted for differences across breeding cohorts. This method identified 299 PAE-specific DMRs at an FDR < 0.05 that were present in both tissues and showed the same direction of change in PAE vs. control animals (Figure 5; Supplementary Table 8). In contrast to the developmental profile, these DMRs showed smaller fold changes, with only 7/299 displaying a 2-fold change in PAE animals vs. controls, suggesting that subtle, but potentially important alterations are observed across tissues (Supplementary Table 9).

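In the limma model of the 23 samples, 0 of 350964 regions were PAE-specific at an FDR under 0.05. At this FDR, 0 regions differed in PAE vs. C, 0 in PAE vs. PF, and 2 in PF vs. C. At an unadjusted p under 0.05, these numbers were 18043, 17840, and 18942, and 3832 regions met the PAE-specific pattern. Samples of different groups with the same replicate number had a mean correlation of 0.00483 in their deviations from the group means (22 pairs), against -0.00161 for other numbers in the same tissue (66 pairs). With the replicate number as a block in the model, 0 regions were PAE-specific and 2 differed in PF vs. C at an FDR under 0.05, and 3677 met the PAE-specific pattern at an unadjusted p under 0.05. The result that moved most was PAE vs. PF with both tissues of an animal averaged, in which 14 regions passed the threshold. Covariate effects were subtracted before this averaging and the means were fitted with group alone, so these p-values can be too small. A simulated log2 change given to 200 regions was recovered in 0% of them at a size of 0.6, 7.5% at 1, and 56.5% at 2. These 200 were drawn from the 142108 regions with a peak in at least every other sample. The paper's median DMR held a peak in 8 of the 24 samples, so the recovery at such regions is not known. All 299 DMRs of Supplementary Table 8 had the exact start and end of a merged region. In PAE vs. C, 288 of 299 changed in the direction the paper gives, with a mean change in that direction of 0.41 on the log2 scale. The exact permutation test of animals within breeding cohorts gave p = 0.0556 (two-sided), the smallest that its 36 splits allow, so this design cannot reach 0.05. In PAE vs. PF, 296 of 299 did, with a mean change of 0.46 and the same p. In PF vs. C, 202 of 299 changed in the paper's direction for PF vs. C, and the mean change in its direction for PAE vs. C was -0.05 (exact permutation p = 0.278). Exchanging animals only within replicate numbers leaves 16 splits, of which the smallest p is 0.125, and the exact permutation test in this block gave p = 0.125 in all 3 comparisons. The paper chose these DMRs from the reads of the same samples. In the limma model, 107 of the 299 had an unadjusted p under 0.05 in PAE vs. C and PAE vs. PF, and the smallest adjusted p was 0.932 in PAE vs. C and 0.480 in PAE vs. PF. From contrasts over both tissues together, the paper concludes that PAE alters DNA methylation at the same regions of the hypothalamus and WBC, and it proposes such regions as potential peripheral markers of PAE. Its pyrosequencing of the Adh4, Ctnnbip1, and Fgf9 DMRs sometimes gave opposite directions in the tissues. In a separate cohort, it found no significant group difference in blood cell composition.

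**Figure D3:**
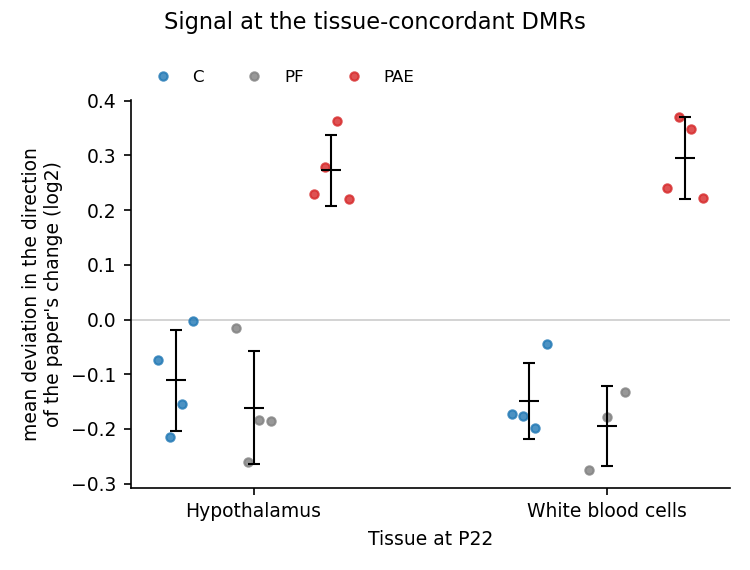
Each point is a P22 sample, placed at its mean deviation in log2 peak height from its tissue over the 299 DMRs (y axis), taken in the direction of change that the paper gives, by tissue (x axis) and group; lines show the mean and SD of 4 samples, or of 3 for PF WBC. The PAE samples of each tissue lie above all C and PF samples of that tissue.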

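In the fold changes of Supplementary Table 8, 42 of the 299 DMRs changed at least 2-fold in PAE vs. C and in PAE vs. PF, of which 7 were up-methylated and 35 down-methylated. The median size of the log2 fold change in PAE vs. C was 0.69 in this table and 0.52 in Supplementary Table 5. In peak height, the median over the 299 DMRs was 0.43. The DMRs with the largest fold change in each direction are both intergenic. The up-methylated one lies on chromosome 1 of Rn6 from 213019370 to 213019881 and held a peak in 4 of 8 PAE, 0 of 7 PF, and 0 of 8 C samples. Its log2 fold change of peak height was 0.62 in PAE vs. C (standard error 0.23, limma adjusted p = 0.932) and 0.55 in PAE vs. PF (standard error 0.21, limma adjusted p = 0.926). The down-methylated one, on chromosome 6 from 44613686 to 44614353, held a peak in 0 PAE, 1 PF, and 3 C samples. Its log2 fold change was -0.27 in PAE vs. C (standard error 0.14, limma adjusted p = 0.932) and -0.090 in PAE vs. PF (standard error 0.13, limma adjusted p = 0.961).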

**Figure 5:**
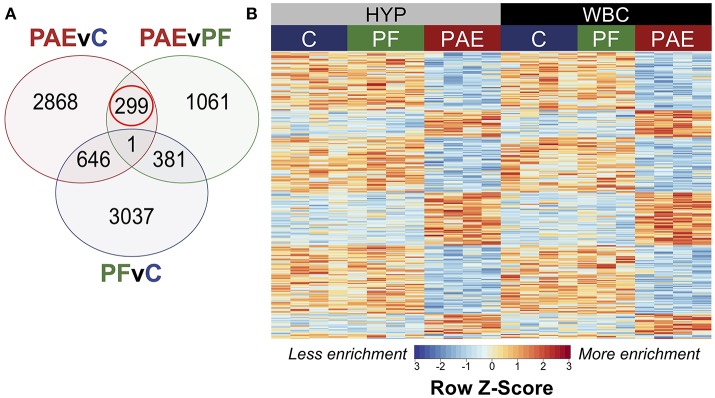
PAE-specific DMRs concordant across the hypothalamus and white blood cells. **(A)** Contrast analysis revealed 299 PAE-specific differentially methylated regions (DMR) between both tissues, which were significantly different in PAE vs. C animals and PAE vs. PF animals, but not significantly different between PF vs. C. **(B)** Heatmap of the DMRs. Each row represents a different DMR, while each column shows the meDIP-seq data for each animal (*n* = 4, except PF WBC: *n* = 3). Reads per kilobase per million (RPKM) data were scaled and centered to produce a Z-score for each DMR, where those in blue showed less DNA methylation enrichment and those in red showed more enrichment. PAE-specific DMRs showed the same direction of change in both tissues, with some graded effects of tissue type.

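Over the 299 DMRs, the mean deviation in the paper's direction of change in the hypothalamus was 0.27 ± 0.07 on the log2 scale in PAE (SD, n = 4), -0.11 ± 0.09 in C, and -0.16 ± 0.10 in PF animals. In WBC, it was 0.29 ± 0.07 in PAE (n = 4), -0.15 ± 0.07 in C (n = 4), and -0.20 ± 0.07 in PF animals (n = 3). In each tissue, the exact permutation test of single samples gave p = 0.0286 in PAE vs. C and in PAE vs. PF, the smallest it allows (two-sided). At 174 of the 299 DMRs, the PAE mean lay on one side of the C and PF means in both tissues. This number moved most, to 127, when animals with replicate number 14 were left out. Random sets of regions held a median of 42 such regions, and at most 66 in 10000 sets. The paper chose the DMRs in these samples, so this excess is not an independent test.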

Of the significant DMRs, 105 were up-methylated and 194 were down-methylated in PAE animals, and their size ranged from 355 to 2,038 bp (median = 574 bp). 

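Of the 299 DMRs of Supplementary Table 8, 105 were up-methylated and 194 down-methylated, with lengths from 355 to 2038 bp and a median of 574 bp. Over all 24 samples, PF 15 WBC included, the up-methylated DMRs held a peak in a mean of 5.03 PAE, 2.55 C, and 2.30 PF samples, and the down-methylated DMRs in a mean of 2.24 PAE, 4.18 C, and 4.21 PF samples. The median DMR held a peak in 8 of the 24 samples. Over all peaks of a sample, PAE animals had 6535 more peaks in WBC than C animals (two-sided exact permutation test, p = 0.343, n = 4 per group; p = 0.375 under the replicate block). The difference of PAE from PF animals was 9836.75 peaks (exact permutation p = 0.486; p = 0.625 under the replicate block). PF differed from C animals by -3301.75 peaks (exact permutation p = 0.914; p = 0.75 under the replicate block).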

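In the limma model with a term for each animal, 56 of the 299 DMRs differed between the hypothalamus and WBC at an FDR under 0.05, of which 18 were higher in the hypothalamus and 38 in WBC. The size of the log2 difference between tissues had a median of 0.21 over the 299 DMRs. The effect of group differed between the tissues at 0 of the 299 DMRs at an FDR under 0.05 (limma F test of the interaction of group and tissue) and at 30 at an unadjusted p under 0.05. Over all 350964 regions, it differed at 48 at this FDR and at 18014 at an unadjusted p under 0.05. Of 100 splits with group labels exchanged within replicate numbers, the real one included, 73 gave at least 48 regions. The number cannot be told apart from that of a random split.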

The majority of DMRs also displayed small tissue-specific effects in the relative enrichment of DNA methylation, although the magnitude of change was similar between PAE and controls across both tissues (Figure 5).

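By the annotation in Supplementary Table 8, 224 of the 299 DMRs (74.9%) lie in intergenic regions, 80 of the up-methylated and 144 of the down-methylated DMRs.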

Again, a majority of DMRs were located in intergenic regions, and were not associated with any gene (Figure 6A). However, the DMRs showed increased enrichment in intergenic regions compared to backgorund levels and less enrichment in intron/exon boundaries, which was driven mainly by the down-methylated regions. These results may reflect the role of DNA methylation in the regulation of splice variants, which could potentially be affected by PAE. Overall, 75 DMRs were located in genes, although the majority of these were once again located in intronic regions. 

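The annotation places 57 of the 75 DMRs in introns and 14 at intron/exon boundaries. The DMR at the first exon and 5' UTR of Ctnnbip1 (Rn6, chromosome 5 from 166485057 to 166485637) held a peak in 4 of 8 PAE, 0 of 7 PF, and 2 of 8 C samples. The log2 fold change of its peak height was 0.43 in PAE vs. C (standard error 0.30, limma adjusted p = 0.934) and 0.74 in PAE vs. PF (standard error 0.28, limma adjusted p = 0.926).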

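At the Adh4 DMR (Rn6, chromosome 2 from 243719416 to 243720233, the last intron/exon boundary and 3' UTR), a peak was found in 0 of 8 PAE, 4 of 7 PF, and 5 of 8 C samples of the P22 hypothalamus and WBC. The log2 fold change of peak height was -0.84 in PAE vs. C (standard error 0.28, limma adjusted p = 0.932) and -0.61 in PAE vs. PF (standard error 0.26, limma adjusted p = 0.926). At the Fgf9 DMR (chromosome 15 from 38377629 to 38378027, intron), it was -0.35 in PAE vs. C (standard error 0.21, limma adjusted p = 0.932) and -0.38 in PAE vs. PF (standard error 0.19, limma adjusted p = 0.926). The Il18r1 DMR (chromosome 9 from 47189340 to 47190123, intron) held a peak in 0 PAE, 2 PF, and 3 C samples. Its log2 fold change was -0.014 in PAE vs. C (standard error 0.14, limma adjusted p = 0.996) and -0.11 in PAE vs. PF (standard error 0.13, limma adjusted p = 0.945). Without the samples of one replicate number, the change in PAE vs. C ranged from -0.14 to 0.16 at Il18r1 and from -1.08 to -0.61 at Adh4.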

Several DMRs were located in genes involved in immune function (*Fgf9, Il18r1*) and alcohol metabolism (*Adh4*). 

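The DMR that spans the Ugt1a genes (Rn6, chromosome 9 from 95301397 to 95301957, intron/exon boundary) held a peak in 0 of 8 PAE, 1 of 7 PF, and 2 of 8 C samples. The log2 fold change of its peak height was -0.18 in PAE vs. C (standard error 0.19, limma adjusted p = 0.953). The first Caln1 DMR, on chromosome 12 from 29637821 to 29639566, had a log2 fold change of 1.42 in PAE vs. C (standard error 0.33, limma adjusted p = 0.932) and 1.69 in PAE vs. PF (standard error 0.30, limma adjusted p = 0.795). It held a peak in 7 PAE, 1 PF, and 4 C samples. The change in PAE vs. C was -0.58 (standard error 0.29) at the second, from 29643946 to 29645192, and 1.27 (standard error 0.37) at the third, from 29736869 to 29737477, with a limma adjusted p of 0.932 at both. The 3 Cntnap5c DMRs lie in introns on chromosome 13, from 6426133 to 6427027, from 7043768 to 7044321, and from 7065420 to 7065812. Their log2 fold changes in PAE vs. C were -0.67 (standard error 0.30), -0.34 (standard error 0.13), and -0.32 (standard error 0.18), each with a limma adjusted p of 0.932.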

Of note, one DMR spanned 9 different isoforms of the Utg1a family of genes, which could be related to alternative splicing, while *Caln1* and *Cntnap5c* each contained three separate DMRs.

**Figure 6:**
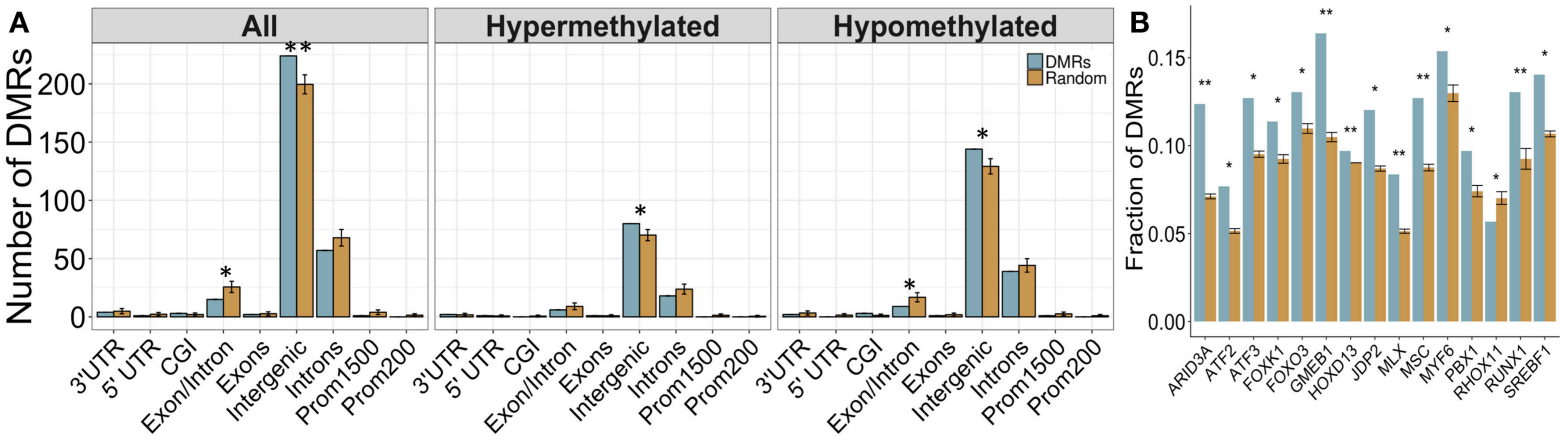
Enrichment patterns of the tissue-concordant DMRs. **(A)** Genomic feature enrichment profile of all, up-methylated, and down-methylated DMRs. The probe counts for each feature (blue) were compared to the results from permutation analyses of 299 random regions (orange), which were used to compute the *p*-value. While the majority of DMRs were located in intergenic regions, they showed a higher proportion than expected by random change (*p* < 0.01). By contrast, exon/intron boundaries were underrepresented in the DMRs, particularly within the regions that were down-methylated in PAE animals. **(B)** Overrepresentation analysis of transcription factor binding sites in the DMRs. Several TFBS showed higher enrichment in the tissue-concordant DMRs (blue) than expected by random chance (orange), with GMEB1 showing the highest enrichment at 16% of all DMRs. *p < 0.05, **p < 0.01.

#### Several Computationally-Predicted TFBS Were Enriched in Cross-Tissue PAE-Specific DMRs

We assessed the enrichment of TFBS within these cross-tissue PAE-specific DMRs to examine potential regulatory regions. Following multiple-test correction (FDR < 0.05), we identified 16 TFBS enriched within these regions compared to background levels (Figure 6B). The most frequent motif belonged to GMEB1, which was found in 16% of all DMRs. Several binding sites for the forkhead box (FOX) family of transcription factors were also enriched in these regions. Of note, the enrichment of MLX and SREBF1 motifs in the cross-tissue DMRs overlapped with the results from the developmental profile.

#### Genes in Cross-Tissue PAE-Specific DMRs Were Enriched for Various Biological Processes

We performed GO analysis to ascertain the broad functional impact of PAE-induced changes in DNA methylation patterns across the hypothalamus and WBC. Through this analysis, we identified 35 PAE-specific biological processes (both *p*-values and multifunctionality *p*-value < 0.05 in PAEvC and PAEvPF, >0.05 in PFvC; Table 3). However, with multiple-test correction, these findings failed to reach significance, suggesting that these may represent more subtle effects on the global epigenome. Of note, the top GO terms were associated with metabolic processes, including aldehyde metabolism (GO:0006081). Several processes were also associated with immune function (GO:0045063, GO:0071351, GO:0032733, GO:0070673, GO:2674), chromatin remodeling (GO:6338, GO:90239), and the stress response (GO:42320).

**Table 3:** Biological processes enriched in the tissue-concordant DMRs.

**Name**	**ID**	**Number of genes**	**Multi-functionality**	***P*****-value**			**Multifunctionality** ***p*****-value**		
				**PAEvC**	**PAEvPF**	**PFvC**	**PAEvC**	**PAEvPF**	**PFvC**
Cellular aldehyde metabolic process	6081	29	0.785	0.00089	0.00081	0.0531	0.00094	0.00093	0.05423
T-helper 1 cell differentiation	45063	5	0.483	0.0026	0.00284	0.0531	0.00261	0.00319	0.05423
Amino-acid betaine metabolic process	6577	10	0.484	0.00275	0.00383	0.05739	0.0028	0.0034	0.058
Carnitine metabolic process	9437	7	0.36	0.00284	0.00414	0.06279	0.00321	0.00391	0.06181
Osteoblast fate commitment	2051	2	0.224	0.0044	0.00465	0.09845	0.00413	0.00434	0.09938
Plasma membrane repair	1778	7	0.109	0.00599	0.0051	0.1162	0.00631	0.00474	0.11789
Negative regulation of circadian sleep/wake cycle, REM sleep	42322	2	0.324	0.00788	0.0051	0.14968	0.00829	0.00474	0.15006
Chromatin remodeling	6338	43	0.753	0.01171	0.00597	0.17051	0.01135	0.00569	0.17029
Negative regulation of axon regeneration	48681	3	0.41	0.01139	0.0092	0.17521	0.01204	0.00896	0.17422
Regulation of natural killer cell cytokine production	2727	2	0.293	0.01217	0.01155	0.17521	0.01348	0.01048	0.17422
Positive regulation of natural killer cell cytokine production	2729	2	0.293	0.01217	0.01082	0.22896	0.01348	0.01057	0.2317
Amino-acid betaine biosynthetic process	6578	5	0.219	0.01428	0.01082	0.25627	0.01367	0.01057	0.25577
Glucose 1-phosphate metabolic process	19255	2	0.0827	0.01405	0.0106	0.29844	0.01546	0.01064	0.30042
Cellular response to interleukin-18	71351	2	0.23	0.01587	0.0114	0.31438	0.01748	0.01094	0.317
Protein K63-linked deubiquitination	70536	12	0.126	0.02072	0.01396	0.33657	0.02115	0.01351	0.33588
Carnitine biosynthetic process	45329	3	0.085	0.02242	0.01864	0.34572	0.02301	0.02005	0.34264
Positive regulation of interleukin-10 production	32733	15	0.81	0.02457	0.02429	0.34572	0.02509	0.02327	0.34264
Response to jasmonic acid	9753	3	0.405	0.02597	0.02429	0.37241	0.02675	0.02327	0.36841
Cellular response to jasmonic acid stimulus	71395	3	0.405	0.02597	0.02776	0.38417	0.02675	0.02755	0.38807
Response to interleukin-18	70673	3	0.404	0.02741	0.03021	0.44431	0.02814	0.02905	0.44259
Cofactor catabolic process	51187	13	0.638	0.0291	0.03294	0.44477	0.02836	0.03162	0.44499
Extracellular polysaccharide biosynthetic process	45226	2	0.12	0.02809	0.03374	0.50515	0.02987	0.03253	0.50571
Extracellular polysaccharide metabolic process	46379	2	0.12	0.02809	0.03382	0.53397	0.02987	0.03259	0.53274
Acetaldehyde metabolic process	6117	2	0.216	0.03048	0.03547	0.53397	0.03224	0.03553	0.53274
Protein K48-linked deubiquitination	71108	12	0.0357	0.0314	0.03784	0.58202	0.03277	0.03703	0.57955
Cellular response to light stimulus	71482	38	0.821	0.03665	0.03755	0.58809	0.03621	0.03751	0.58519
Podosome assembly	71800	3	0.0518	0.03607	0.03755	0.61294	0.03643	0.03751	0.61412
Micturition	60073	5	0.536	0.04093	0.03865	0.65836	0.03964	0.0376	0.65844
Regulation of histone H4 acetylation	90239	5	0.465	0.04093	0.03969	0.66132	0.03964	0.03965	0.66174
Adenylate cyclase-activating G-protein coupled receptor signaling pathway	7189	26	0.73	0.038	0.04176	0.7519	0.03969	0.04102	0.75163
ER to Golgi ceramide transport	35621	2	0.11	0.03821	0.04171	0.76157	0.03982	0.04149	0.75818
Ceramide transport	35627	2	0.109	0.03821	0.04174	0.81677	0.03982	0.04231	0.81613
Glycolipid transport	46836	2	0.0288	0.03821	0.04318	0.84505	0.03982	0.0426	0.84661
Regulation of circadian sleep/wake cycle, REM sleep	42320	4	0.439	0.04575	0.04318	0.86337	0.04542	0.0426	0.86292
Negative regulation of acute inflammatory response	2674	6	0.674	0.04567	0.04881	0.94037	0.04575	0.04964	0.93962

#### Verification of DMRs by Bisulfite Pyrosequencing

We used bisulfite pyrosequencing to compare quantitative levels of DNA methylation between PAE and Control animals in three cross-tissue DMRs. More specifically, we analyzed DNA methylation in the final exon and 3′ UTR of *Adh4* (chr2:243,719,416-243,720,233), the first exon and 5′ UTR of *Ctnnbip1* (chr5:166,485,057-166,485,637), and the first intron of *Ffg9* (chr15:38,377,629-38,378,027; Supplementary Figure 8; Supplementary Table 10). The main differences in DNA methylation levels were identified between tissues, which sometimes showed different directions of change between PAE and controls. In particular, a single CpG within the *Adh4* DMR showed ~5% methylation difference in the hypothalamus of PAE animals (*p* = 0.011; change = 5.94%), but this effect was not present in WBC or both tissues combined and was in the opposite direction of the meDIP-seq results. Another CpG within the *Adh4* locus showed small, but not statistically significant, changes that were consistent between tissues. This pattern was also observed in the *Fgf9* locus, which suggests subtle but potential systemic effects of PAE. Furthermore, DNA methylation in the *Fgf9* DMR was significantly associated with PAE in the hypothalamus (*p* = 0.031; change = 0.94%), but not both tissues combined or WBC alone. By contrast, the *Ctnnbip1* locus showed opposite, but non-significant, effects between tissues (decreased in the hypothalamus; increased in WBC), with only CpG showing significant differential methylation in WBC alone (*p* = 0.036; change = 5.50%) suggesting that other factors may come into play, such as DNA hydroxymethylation or genetic influences. Moreover, as we did not assess quantitative DNA methylation level across the entire DMR due to pyrosequencing limitations, other CpGs may drive the enrichment patterns previously identified by meDIP-seq.

## Discussion

Alcohol exposure *in utero* has been shown to reprogram physiological and neurobiological systems, increasing the risk of adverse developmental outcomes across the lifespan (Zhang et al., 2005; Mattson et al., 2011; Pei et al., 2011). Given the potential role of epigenetic mechanisms in mediating the long-term effects of PAE, the present study aimed to extend previous work on the influence of *in utero* alcohol exposure on the epigenome, using an animal model of PAE to assess genome-wide DNA methylation patterns in the hypothalamus and WBCs during early postnatal development in females, a group largely underrepresented in neurobiological, molecular and genetic studies. We identified 118 differentially methylated regions (DMRs) that were altered in the hypothalamus of PAE vs. control animals across the pre-weaning period. In parallel, we found 299 DMRs displaying concordant DNA methylation alterations between the hypothalamus and WBCs of PAE animals at weaning. Several differentially methylated genes were functionally related to PAE-induced deficits, having roles in the immune response, neurobiological function, and mental health. Additionally, functional enrichment revealed several PAE-specific biological processes, including those related to immune function, the stress response, and epigenetic regulation. In addition, we identified several transcription factor binding sites (TFBS) that were enriched in the DMRs, which may potentially reflect broader programming effects of PAE on the epigenome. Overall, this study is among the first to compare central and peripheral effects of PAE on DNA methylation patterns in addition to characterizing genome-wide changes in females prenatally exposed to alcohol. Our findings suggest that PAE results in widespread alterations to epigenomic programs in both the CNS and peripheral tissues, with a potential impact on both neurobiological and physiological systems. In addition, we demonstrated that peripheral changes in DNA methylation profiles could serve as a potential biomarker of PAE's effects on the CNS. These findings can also provide insight into other neurodevelopmental and mental health disorders, such as autism, ADHD, depression, and many more, as they share numerous outcomes and comorbidities.

Our initial analysis of the DMRs revealed several differentially methylated genes that could be relevant to PAE-induced deficits. In particular, the dopamine receptor D4 (*Drd4*) gene contained a DMR that persisted across the early developmental period. Given its crucial role in dopaminergic function, as well as interactions among dopaminergic, neuroendocrine, and immune systems, alterations to this gene could reflect broader alterations to signaling in the brain. Interestingly, differential DNA methylation patterns of *Drd4* are also present in the buccal epithelial cells of individuals with FASD, suggesting that this may constitute an association of PAE with the epigenome that replicates across organisms (Fransquet et al., 2016; Portales-Casamar et al., 2016; Lussier et al., 2018). Although these were not identified in central tissues, buccal epithelial cells may act as a passable surrogate tissue for brain in human DNA methylation studies, as they originate from the same germ layer (Lowe et al., 2013; Portales-Casamar et al., 2016). Importantly, in addition to this association with FASD, genetic and epigenetic variation in *Drd4* has been linked to attention deficit hyperactivity disorder (ADHD), schizophrenia, bipolar disorder, substance-use disorders, and several other neurobiological disorders (Bau et al., 2001; Chen et al., 2011; Ptácek et al., 2011; Docherty et al., 2012; Kordi-Tamandani et al., 2013; Zhang et al., 2013; Cheng et al., 2014; Faraone et al., 2014; Dadds et al., 2016; Ji et al., 2016). *Golga4* also contained two PAE-specific DMRs across hypothalamic development, and is overexpressed in the prefrontal cortex of individuals with bipolar disorder (Iwamoto et al., 2004). As a member of the Golgi secretory pathway, it could also potentially influence the secretion of neuropeptides by cells of the hypothalamus, possibly playing a role in altered function or responsiveness following PAE (Wong and Munro, 2014). Similarly, increased *Plvap* expression increases the breakdown and permeability of the blood-brain barrier (BBB; Shue et al., 2008). Given that ethanol increases the permeability of the BBB in adult mice, slight alterations in DNA methylation of *Plvap* could reflect broader effects on the BBB, which could, in turn, could affect downstream neurobiological functions (Alfonso-Loeches et al., 2016).

The tissue-concordant DMRs also contained several genes previously associated with mental health disorders. Although the same temporal stability could not be assessed here, as both tissues originated from the same age, these findings may point to more systemic effects of PAE on the developing organism. In particular, *Adh4* was differentially methylated across the hypothalamus and WBCs of PAE animals, and has been previously associated with alcohol dependence and substance abuse (Luo et al., 2005). Importantly, it is a key component of alcohol metabolism pathways, and could reflect increased susceptibility to the effects of alcohol during development. Furthermore, *Caln1* contained 3 separate DMRs; as it contains a risk allele for schizophrenia in some human populations, it could also play a role in some of the neuropsychiatric deficits observed in individuals with FASD (Li et al., 2015).

Of note, two genes displayed differential DNA methylation patterns in both the developmental profile and tissue-concordance analysis, *Cntnap5c* and *Ush2a*, which may reflect persistent alterations to DNA methylation patterns across both age and tissue types. In humans, genetic variation in *Cntnap5* is associated with risk for Alzheimer's disease and bipolar disorder, while its deletion is associated with autism and dyslexia, suggesting the possibility that common pathways may come into play among different neurobiological disorders (Pagnamenta et al., 2010; Xu et al., 2014; Schott et al., 2016). By contrast, mutations in *Ush2a* cause Usher syndrome II, which is associated with hearing deficiencies, deficits also commonly found in individuals with FASD (Church and Gerkin, 1988). Importantly, our animal model is based on an outbred population of Sprague-Dawley rats, which display fairly broad genetic diversity. Although genetic background can also influence DNA methylation patterns throughout the genome, the greater variability both within and between our treatment groups may reduce the likelihood of genetic variation having a major impact on our results and suggests that our results may represent more robust associations between PAE and DNA methylation patterns (Fraser et al., 2012; Heyn et al., 2013; Moen et al., 2013).

Finally, several DMRs in both datasets were located in genes associated with immune function and response. In particular, *Ifih1* was identified across all ages in the hypothalamus; as a receptor for double stranded RNA that responds to viral infections, it could be associated with vulnerability to immunological deficits (Rice et al., 2014). In addition, *Fgf9*, a key factor in embryonic and glial cell development, was differentially methylated in both the hypothalamus and WBCs (Thisse and Thisse, 2005). This growth factor promotes pro-inflammatory environments through Ccl2 and Ccl7 chemokine secretion, consistent with several DMRs that were located in genes associated with pro-inflammatory cytokine and chemokine signaling (Lindner et al., 2015). These included *Il20ra* and *Ccrl2* in the developmental profile, and *Il18r1* in the tissue-concordance analysis, suggesting that PAE could influence inflammatory pathways through epigenetic mechanisms, and ultimately, potentially alter brain development and the neuroimmune response.

We also assessed the functional enrichment of genes located within PAE-specific DMRs, identifying a number of biological processes associated with differential DNA methylation patterns in PAE animals compared to controls. In the DMRs identified across hypothalamic development, a large number of GO processes were associated with functions related to steroid receptor signaling. The hypothalamus is central to numerous physiological systems that function through steroid hormones, many of which are dysregulated by PAE (Weinberg et al., 2008). As such, this enrichment pattern suggests that DNA methylation may play a role in the reprogramming of hormonal systems during early development, potentially priming physiological systems to new set-points. In addition, several processes in both the developmental and tissue-concordant DMRs were associated with histone modifications, which may reflect the complex interplay between different layers of the epigenetic machinery. Several studies have identified alterations to histone modifications in the brain following developmental alcohol exposure, further highlighting their potential role in FASD (Guo et al., 2011; Govorko et al., 2012; Bekdash et al., 2013; Subbanna et al., 2013, 2014; Goldowitz et al., 2014; Veazey et al., 2015; Zhang et al., 2015; Chater-Diehl et al., 2016; Lussier et al., 2017). A large number of immune-related biological processes were also identified through this analysis, which is particularly relevant to individuals with FASD, who may be more susceptible to infections and immune deficits, a phenotype recapitulated across multiple animal models of PAE, and with some preliminary evidence in humans (Bodnar and Weinberg, 2013; Bodnar et al., 2016). Given the role of the hypothalamus in modulating the immune response, altered epigenetic programs could potentially contribute to altering baseline function and/or responsiveness to immune challenge of the hypothalamus, limiting the organism's ability to defend against disease or infection. In addition, the top GO term associated with PAE in the tissue-concordant DMRs was “cellular aldehyde metabolic process,” which may reflect lasting effects of PAE on the organism's ability to metabolize and tolerate alcohol's metabolic byproducts and possibly modulate susceptibility to substance abuse later in life. While no overlaps were identified between the specific biological processes identified in the developmental profile and tissue-concordance analyses, both contained a high proportion of processes associated with immune, endocrine, or epigenetic functions. These findings suggest that PAE may cause systemic effects on the epigenome across multiple tissue types, which may, in turn, influence downstream neurobiological and physiological processes.

Previous studies have identified subtle effects of PAE on gene expression programs and epigenomic patterns, which is consistent with the effects of other prenatal exposures (Rakyan et al., 2011; Zhou et al., 2011; Ladd-Acosta et al., 2013; Laufer et al., 2013; Berko et al., 2014; Lussier et al., 2015; Chater-Diehl et al., 2016). Regions containing lower CpG density appear to be more responsive to environmental exposures, highlighting the importance of selecting a method that covers a large portion of the epigenome when analyzing environmental exposures (Irizarry et al., 2009). We analyzed genome-wide DNA methylation using meDIP-seq, which reduces the complexity of the dataset by omitting unmethylated regions while interrogating a majority of genome (Harris et al., 2010). However, one limitation of meDIP-seq is that it is highly dependent on DNA methylation levels, local CpG density, and CpG position, which can introduce biases in the data (Pelizzola et al., 2008; Robinson et al., 2010b; Lentini et al., 2018). However, by performing pairwise comparisons between treatment and control groups, such biases are significantly reduced or eliminated (Harris et al., 2010). The enrichment patterns observed across our datasets are consistent with the fact that the majority of the mammalian genome is CpG-depleted and, with the exception of active regulatory regions, the remaining CpGs are methylated. By contrast, the vast majority of CpG-rich regions (i.e., promoters, CpG islands) are unmethylated and are less likely to bind to the 5-methylcytosine antibody, leading to depletion in meDIP-seq data, as observed in our own datasets. Consistent with the fact that promoter associated CpG islands are largely insensitive to environmental stimuli, few DMRs across our analyses were identified in promoters and CpG islands. Indeed, the majority of DMRs were located in intergenic regions and introns. Although these findings will require additional validation, these intergenic regions are critical to further explore, as they are potentially more responsive to the effects of PAE and may contain important regulatory regions not yet annotated in the rat genome. In addition, several DMRs were located in intron/exon boundaries. Given that DNA methylation plays a role in regulating alternative splice variants, these findings may reflect alterations to the balance of different isoforms within the cell, which could influence downstream cellular profiles and phenotypes (Maunakea et al., 2010, 2013; Shukla et al., 2011). Although isoform balance has not been investigated in the context of PAE, alcohol consumption can influence the proportions of different splice variants in the brain, supporting a potential role in early-life exposures as well (MacKay et al., 2011; Lee et al., 2014; Farris et al., 2015; Mathew et al., 2016). Interestingly, a larger proportion of down-methylated DMRs were identified in both analyses, which is consistent with several studies showing that PAE decreases bulk DNA methylation levels (Otero et al., 2012; Chen et al., 2013; Mukhopadhyay et al., 2013; Perkins et al., 2013; Liyanage et al., 2015; Nagre et al., 2015). These findings provide important insight into the various outcomes from different paradigms of alcohol exposure and suggest that similar upstream mechanisms may impact DNA methylation across models. In particular, alcohol is known to impact one-carbon metabolism through multiple pathways, including inhibition of folate-dependent methylation pathways and AdoMet synthesis (Medici and Halsted, 2013; Ngai et al., 2015). Furthermore, PAE can influence both the expression and activity of DNA methyltransferases, which are essential for the establishment and maintenance of DNA methylation profiles (reviewed in Lussier et al., 2017). These well-known mechanisms of alcohol-induced DNA methylation alterations likely contribute to the differential DNA methylation patterns observed across models and organisms, with specific effects potentially dictated by the timing and dosage of alcohol exposure, or other environmental factors (Pollard, 2007; Rogic et al., 2016; Lussier et al., 2017). For example, our animal model uses a constant level of alcohol exposure, resulting in blood alcohol levels of 80–150 mg/dl across the equivalent of the first two trimesters of human pregnancy. With this moderate to moderately high level of exposure, equivalent to 1–2 times the legal driving limit in most jurisdictions, we do not observe dysmorphologies or other severe growth and functional deficits. However, this paradigm does cause a broad range of behavioral and functional abnormalities, which are typically present across the entire spectrum of FASD. As such, the differential DNA methylation profiles observed in the present study potentially reflect a broader portion of the FASD spectrum in humans, and likely point to some of the common pathways affected by PAE across different exposure patterns.

The large proportion of DMRs located in intergenic regions suggests that these could contain regulatory regions susceptible to the influence of PAE. Given that the rat genome is poorly annotated for regulatory features, we assessed the enrichment profiles of different transcription factor binding sites in the DMRs, which could be influenced by DNA methylation levels within specific loci. While only the binding site for the BHLHE40 transcription factor was significantly enriched in PAE-specific DMRs across early development, we previously identified this gene as differentially expressed in the brain of PAE adult animals (Lussier et al., 2015). This gene negatively regulates the circadian rhythm, a key function of the hypothalamus that is dysregulated in individuals with FASD (Nakashima et al., 2008). The BHLHE40 transcription factor could potentially play a role in early programming effects of PAE on neurobiological systems, with persistent expression and downstream effect into later life. By contrast, the tissue-concordant DMRs contained a high proportion of significantly enriched TFBS, including SREBF1, which trended toward significance in the developmental profile DMRs. SREBF1 is associated with key metabolic processes for hormonal signaling, as it plays a role in the regulation of cholesterol production (Osborne, 2001). It is also associated with Smith–Magenis syndrome, which is characterized by intellectual disability, disordered sleep, and behavioral problems (Smith et al., 2002). Furthermore, additional TFBS enriched in the tissue-concordant dataset included two members of the forkhead box family of genes, including FOXK1 and FOXO3. In particular, FOXO3 was identified as a hub gene in the brain PAE animals following an immune challenge, suggesting that it may prime biological systems from early in life (Lussier et al., 2015). Finally, the highest represented TFBS in the tissue-concordant dataset was GMEB1, which is involved in signal transduction of the glucocorticoid response (Zeng et al., 2000). Importantly, recent evidence suggests that DNA methylation patterns can influence transcription factor occupancy, modulating the use of enhancer elements and gene expression levels (Maurano et al., 2015; Yin et al., 2017). Taken together, these findings suggest that the DMRs identified in both the developmental and tissue-concordant analysis may contain key regulatory regions, and that various transcription factors likely act in concert with DNA methylation to mediate the effects of PAE on physiological functions.

Although meDIP-seq allows for the investigation of more variable regions of the epigenome, it presents a particular caveat when assessing DNA methylation levels, as it provides relative levels of DNA methylation across broad regions of the genome, rather than quantitative and granular data. While a relative method was reasonable for the purpose of our study, which was to identify differences between animals exposed to alcohol and controls, we also attempted to verify our findings from the meDIP-seq analysis through bisulfite pyrosequencing, the gold standard for targeted DNA methylation analyses. However, the concordance between the two methods was not as strong as expected, with only the *Drd4* locus showing significant changes across the entire DMR. By contrast, other verified regions each showed a subset of CpGs that could be driving the associations. This discordance may potentially be due to a number of factors, including DNA hydroxymethylation, a bias of meDIP toward regions of high DNA methylation and CpG density, or sample size. A major limitation of the standard bisulfite pyrosequencing methods used here as a verification method for meDIP-seq is that it detects both methylated and hydroxymethylated cytosines, and there is no way to distinguish the two modifications using solely bisulfite conversion, resulting in a mixed signal. Although oxidative bisulfite conversion can distinguish DNA methylation and hydroxymethylation when used in parallel with bisulfite conversion, we could not perform this analysis on our samples due to DNA input limitations (Booth et al., 2012). By contrast, meDIP-seq specifically enriches DNA methylation, as the antibody is highly specific to 5-methylcytosine (Taiwo et al., 2012). Given that neuronal cells contain a high proportion of DNA hydroxymethylation compared to other cell types, it is possible that the observed differences in outcomes from the two methodologies are due to the confound of additional epigenetic patterns not assessed in the meDIP-seq analysis (Wang et al., 2012; Lister et al., 2013). Indeed, a number of studies have shown that developmental alcohol exposure can alter DNA hydroxymethylation programs in neuronal cells, suggesting that it may also play a role in the etiology of FASD and may have biased our verification analyses (Chen et al., 2013; Öztürk et al., 2017). In addition, the lack of verification could potentially be due to the relatively low number of animals used in the present study, as well as increased variability in the enrichment profiles obtained from meDIP-seq, given the broader regions assessed. Nevertheless, the *Drd4* locus identified in the developmental profile of the hypothalamus displayed consistent DNA methylation alterations in both methods, suggesting that meDIP-seq can indeed capture differences in DNA methylation patterns, regardless of the influence of DNA hydroxymethylation, and also highlighting the importance of the dopaminergic system in PAE-induced alterations. Additional studies are required to fully validate these findings and assess their relationship to the deficits observed following PAE. Given the high prevalence of DNA hydromethylation in the brain, future studies should endeavor to tease out the role of DNA methylation and DNA hydroxymethylation in the context of PAE, using methods that can quantitatively parse the two modifications (Wang et al., 2012; Lister et al., 2013).

A critical strength of animal models derives from their ability to directly compare central and peripheral tissues to ascertain potential correlations between the two, which may identify potential biomarkers reflective of brain function in a tissue that is available for study in human populations. Although several studies have assessed the concordance of DNA methylation patterns between different tissues in humans, the correlation between tissues tends to be rather low, highlighting the importance of analyzing both tissues in parallel (Farré et al., 2015; Edgar et al., 2017). Other than tissue identity, cell type heterogeneity within a tissue is a major driver of DNA methylation patterns. Therefore, we attempted to correct, at least partially, for cellular heterogeneity among groups by removing regions that were associated with the gene expression patterns of major cell types in the brain—neurons, astrocytes, and oligodendrocytes (Cahoy et al., 2008). However, we were limited by the use of regions located within genes, as well as the indirect usage of transcriptomes, and thus could not correct for important regulatory regions that may be associated with cell type or be poised for activation, such as intergenic enhancers or insulators. Furthermore, additional cellular subtypes, such as glia, are also present in the hypothalamus and could have influenced the results obtained through differences in cell-type proportions. Although we did not detect any significant PAE-specific differences in the DNA methylation levels of cell-type associated peaks, it is possible that the regions not captured by this peak-based filter could drive the differences in neuronal and glial function previously observed following PAE (Wilhelm and Guizzetti, 2015; Noor and Milligan, 2018). As several protocols now exist to isolate cell type-specific nuclei from both frozen and fresh tissue samples, future studies should attempt to replicate these findings in specific cellular subtypes to tease apart the role of DNA methylation in PAE-induced deficits (Habib et al., 2016; Milani et al., 2016).

By contrast, we measured the proportion of different WBC subtypes in an independent cohort of animals. The fact that we did not identify any significant differences in WBC composition of whole blood among groups suggests that blood composition does not drive the DMRs identified in the tissue-concordant analysis. There is also a small possibility that, as *Ficoll-Paque* is a highly technical procedure, differences between WBC extractions could have influenced the proportions of cells analyzed in the present study. Additionally, it is possible that group differences might be uncovered if cell subtypes are further subdivided through more sophisticated methods such as fluorescence-activated cell sorting. In contrast to human studies of DNA methylation, no bioinformatic tools exist to predict the proportion of different cell types using epigenomic profiles in rats, and future studies should take this into consideration. Nevertheless, we successfully identified several PAE-specific DMRs that showed the same direction of change between the two tissues, suggesting that these regions may be responsive to ethanol across multiple tissues and may represent more stable biomarkers of PAE.

Finally, female animals were the main focus of this epigenome-wide study, partially due to the broad sexual dimorphisms observed across studies of PAE and FASD (Lee and Rivier, 1996; Weinberg et al., 2008), as well as the widespread underrepresentation of females in neurobiological, molecular, and genome-wide studies of FASD (Lussier et al., 2017). However, as in the majority of studies utilizing only male subjects, this approach presents an important caveat in the interpretation of our results, as males and females often show sexually dimorphic responses to stress, disease, and other environmental factors, displaying differences in behavioral patterns, HPA axis function/activation, immune system activity, neurogenesis, and other physiological and cellular functions (Oldehinkel and Bouma, 2011; Bale and Epperson, 2015; Panzica and Melcangi, 2016; Yagi and Galea, 2018). In particular, the effects of PAE on the developing organism show marked sex-specific differences spanning cognitive and behavioral phenotypes, as well as in the differential susceptibilities to stressors and mental health disorders across the lifespan (Hellemans et al., 2008; Weinberg et al., 2008). Given that genetic and epigenetic patterns are highly associated with sex, research on females is vital to our understanding of the biological mechanisms underlying PAE (Zhang et al., 2011). Nevertheless, our findings should also be validated in male animals to fully assess the effects of PAE on the transcriptome and DNA methylome and elucidate the sexually dimorphic effects that may exist.

## Summary and Conclusions

Our results support and significantly extend previous studies indicating a role for DNA methylation in the early-life reprogramming of hypothalamic functions by PAE, and suggest that DNA methylation patterns in WBC could potentially be used as a surrogate for alterations in the central nervous system. We identified persistent PAE-induced alterations to the DNA methylome of the hypothalamus, including several DMRs that could, at least in part, underlie some of the deficits observed in FASD. Although PAE-induced alterations to DNA methylation profiles at any of these development ages may not persist into adulthood, changes early in development could alter developmental trajectories and induce lasting alterations in brain structure, connectivity, and function, and/or prime physiological systems to different set-points. Of note, we demonstrate for the first time that PAE-specific DMRs can occur concordantly across central and peripheral tissues, which potentially represent systemic effects of PAE on the epigenome and could serve as an epigenetic biomarker or signature of FASD. Taken together, these findings provide insight into the important role of epigenetic alterations in the short and long-term deficits observed in FASD and provide a foundation for the development of robust biomarkers of PAE.

## Data Availability Statement

The datasets generated for this study can be found in the Gene Expression Omnibus (GEO) database (GSE121582).

## Ethics Statement

All animal protocols were approved by the University of British Columbia Animal Care Committee and are consistent with the NIH Guide for the Care and Use of Laboratory Animals (certificates: A06-0017, A07-0381, A10-0136, A10-0016, A12-0032).

## Author Contributions

AL designed and performed all experiments and wrote the manuscript. TB helped with experimental design, data collection, and interpretations of results. MM helped with the meDIP-seq experiments and analyses. AM performed part of the pyrosequencing analyses. MH helped with design and analysis of meDIP-seq data. MK and JW contributed to all stages, including design, analysis, interpretation, and writing.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Prenatal Alcohol Exposure: Profiling Developmental DNA Methylation Patterns in Central and Peripheral Tissues
**Source:** Front Genet. 2018 Dec 4;9:610. doi: 10.3389/fgene.2018.00610
**Supplement:** Supplementary file 2

## *Supplementary Material*

### **Prenatal alcohol exposure: profiling developmental DNA methylation patterns in central and peripheral tissues**

Lussier AA<sup>1,2,3\*</sup>, Bodnar TS<sup>2</sup>, Mingay M<sup>4</sup>, Morin AM<sup>1</sup>, Hirst M<sup>4,5</sup>, Kobor MS<sup>2,6§</sup>, Weinberg J<sup>3§</sup>

#### **1 Supplementary Data**

##### **1.1 Statistical analyses of developmental data**

Maternal data during gestation and lactation were analyzed using repeated measures analyses of variance (ANOVA), with prenatal treatment as the between-subjects factor, and postnatal day as the within-subjects factor. As separate cohorts of offspring from each prenatal group were terminated on P1, P8, P15, or P22 ( $n = 4/\text{group}/\text{age}/\text{tissue}$ ), body weights were analyzed by ANOVAs for the factor of prenatal treatment at each age and in a group\*age interaction model. Blood composition data were also analyzed using a two-way ANOVA to identify differences among groups for each WBC subtype. Significant main effects and interactions were further analyzed by Tukey honest significant difference (HSD) *post hoc* tests ( $p < 0.05$ ).

On average, alcohol intake of PAE dams was consistently high across pregnancy, ranging from  $0.208 \pm 0.014$  to  $0.268 \pm 0.022$  mL/kg body weight during *week 1*,  $0.240 \pm 0.016$  to  $0.305 \pm 0.017$  during *week 2*, and  $0.236 \pm 0.014$  to  $0.285 \pm 0.019$  during *week 3* of gestation. These levels of drinking typically result in blood alcohol levels  $\sim 100\text{--}150$  mg/dL<sup>54,55</sup>. Analysis of maternal body weights during gestation (GD1, 7, 14, 21) and following parturition (P1, 8, 15, 22) showed significant main effects of group ( $F_{(2,143)}=13.609$ ,  $p = 3.9 \text{ e-}6$  and  $F_{(2,91)}=9.559$ ,  $p = 1.7 \text{ e-}4$ , respectively) and group X day interactions ( $F_{(6,143)} = 2.869$ ,  $p = 0.011$  and  $F_{(2,91)} = 2.566$ ,  $p = 0.082$ , respectively) during both gestation and lactation. Both PAE and PF dams weighed significantly less than controls on GD14 and 21, and following parturition (P1). However, catch-up weight gain occurred after birth and maternal weight differences among groups were no longer significant by P8.

We did not observe any significant group differences in the number of live-born pups, or in the average weight of female pups/litter at any of the collection days (Supplementary Table 1)

## 2 Supplementary Figures

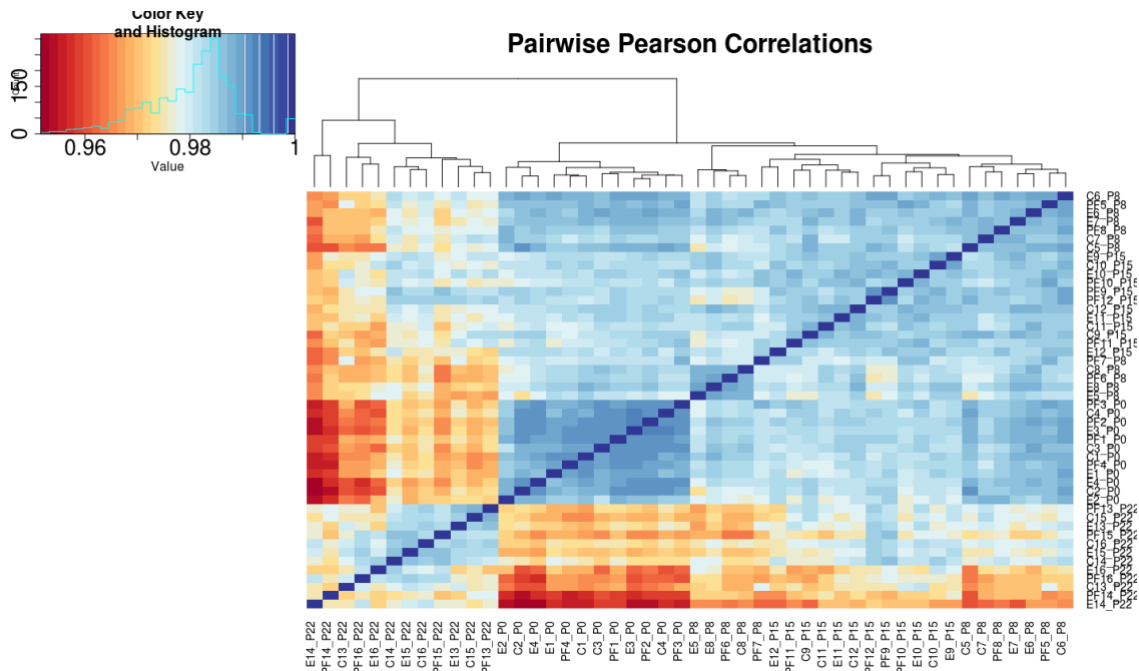

**Supplementary figure 1. Pairwise Pearson correlations of meDIP-seq data for the developmental hypothalamus samples.** Samples were generally highly correlated ( $r < 0.95$ ), with samples clustering most closely with animals of the same age.

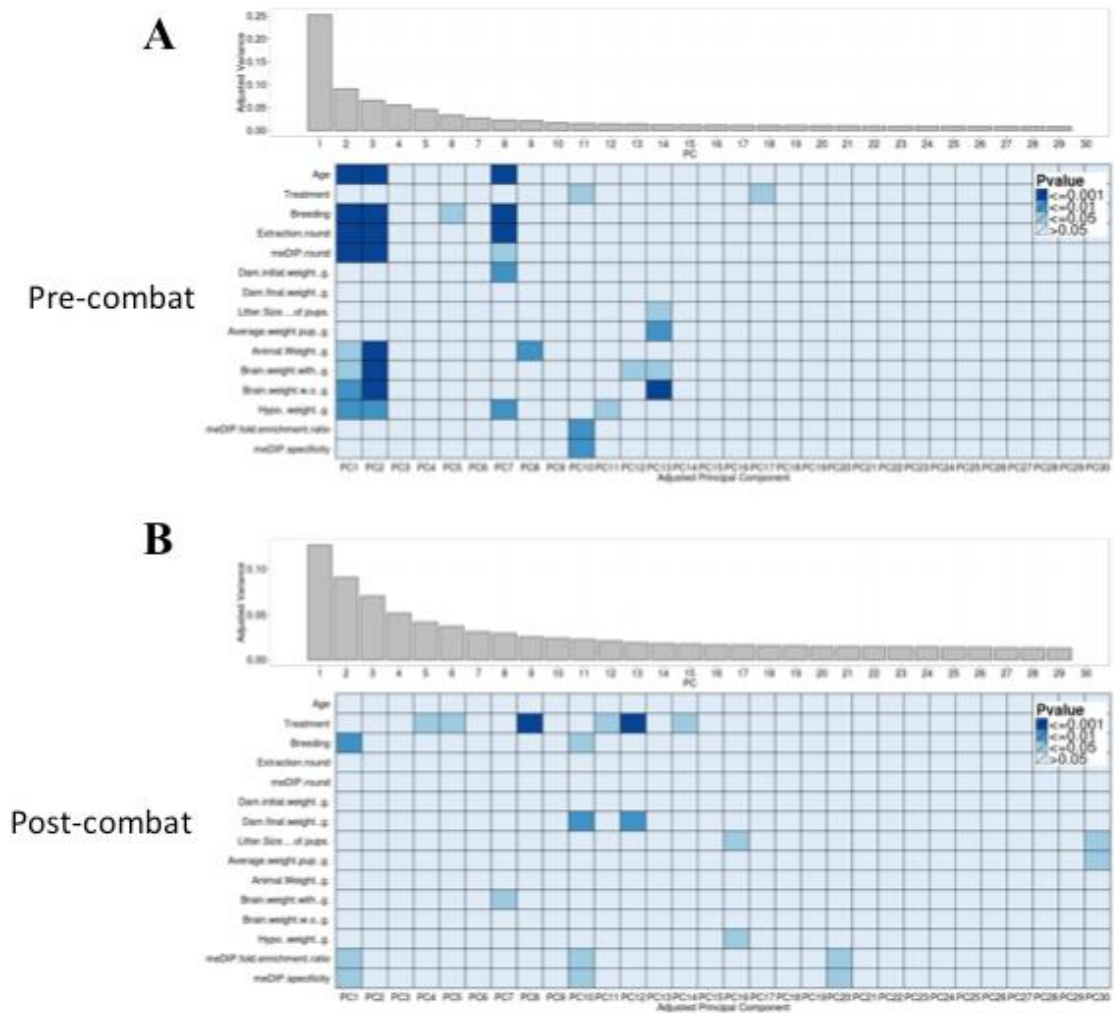

**Supplementary figure 2. Principal component analysis of meDIP-seq data for the hypothalamus samples before and after ComBat correction.** **A)** Principal component analysis of the normalized RPKM data revealed significant levels of variation associated with batch effects. MeDIP and DNA extraction rounds were significantly associated with a large proportion of variation within the dataset, and were also confounded with age. **B)** ComBat correction was performed on the RPKM data from the hypothalamic samples to correct the effects of MeDIP round and DNA extraction round. Partial effects of breeding remained in the dataset and prenatal treatment was associated with a larger proportion of variance within the dataset after ComBat correction.

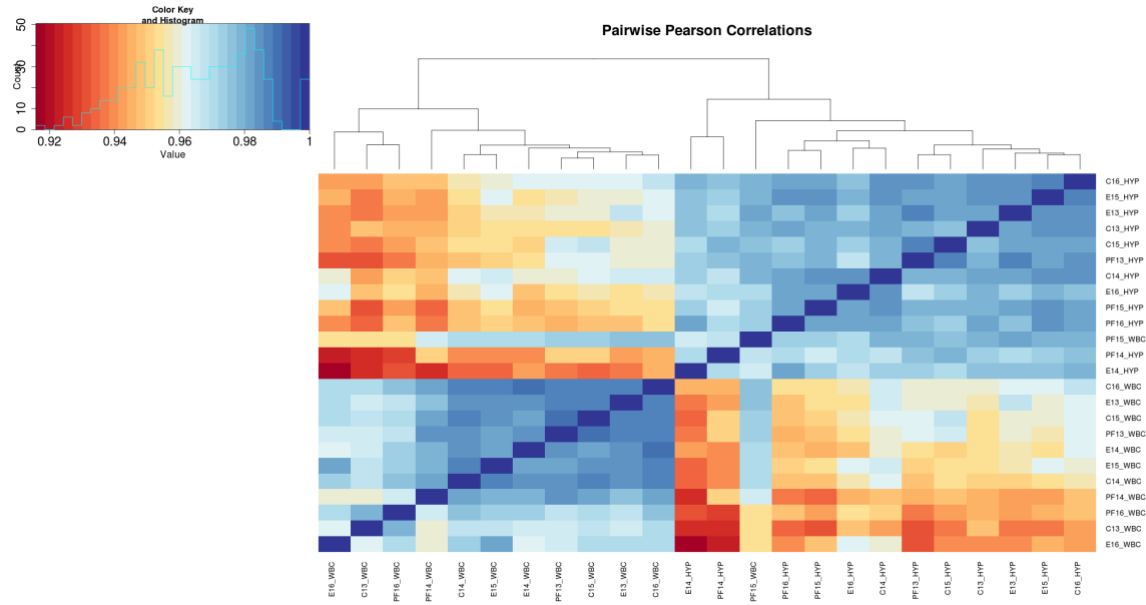

**Supplementary figure 3. Pairwise Pearson correlations of meDIP-seq data for the hypothalamus and white blood cell samples on postnatal day 22.** Samples in the BvB peakset were highly correlated within tissue ( $r > 0.96$ ), the main driver of DNA methylation patterns, and well correlated within the same animals ( $r > 0.92$ ). However, one PF WBC sample clustered with the hypothalamus samples, suggesting that it may have been mislabeled during processing.

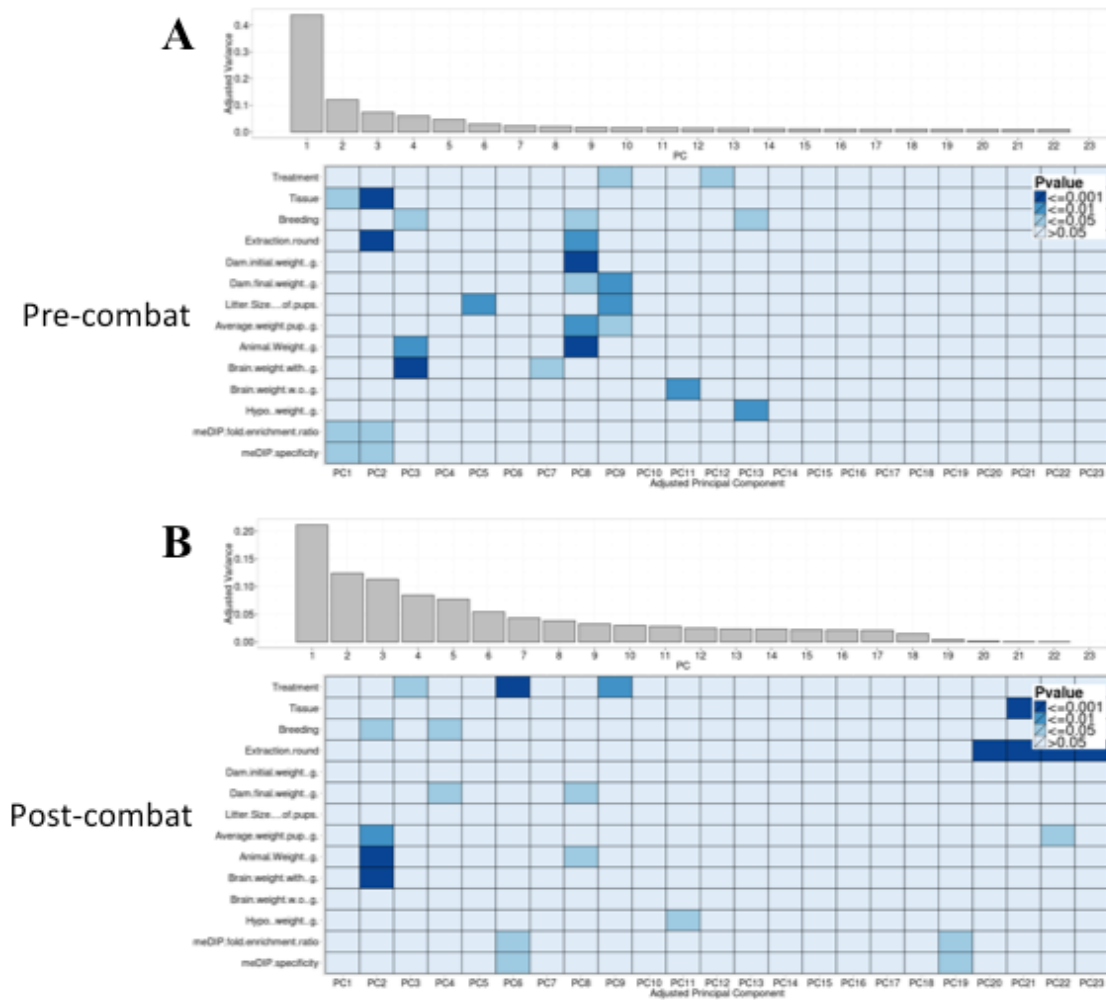

**Supplementary figure 4. Principal component analysis of meDIP-seq data for the postnatal day 22 hypothalamus and white blood cell samples before and after ComBat correction.** A) Principal component analysis of the normalized BvB RPKM data revealed significant levels of variation associated with DNA extraction round batch effects. Tissue type was the covariate most strongly associated with variance in the dataset, although it was slightly confounded with extraction round. B) ComBat correction was used to account for the effects of DNA extraction round in the BvB dataset, though this also removed cell-type associated variation. Prenatal treatment was associated with a larger proportion of variance within the dataset following ComBat correction.

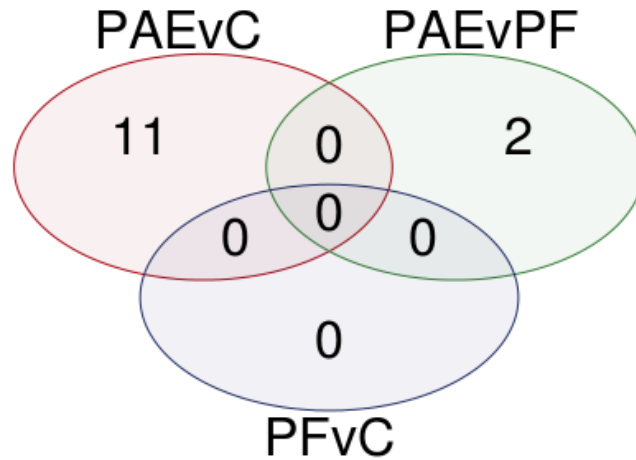

**Supplementary figure 5. Cell-type associated DMRs.** Linear modeling was performed on the 18,050 peaks located in cell-type associated meDIP-seq peaks, correcting for age and breeding. At an FDR<0.05, 11 DMRs were identified between PAE and controls (C; 6 neuron-, 3 oligodendrocyte-, 2 astrocyte-related), while 2 DMRs were found between PAE and PF (1 neuron-, 1 oligodendrocyte-related). No DMRs were identified between PF and controls, and no overlaps were identified.

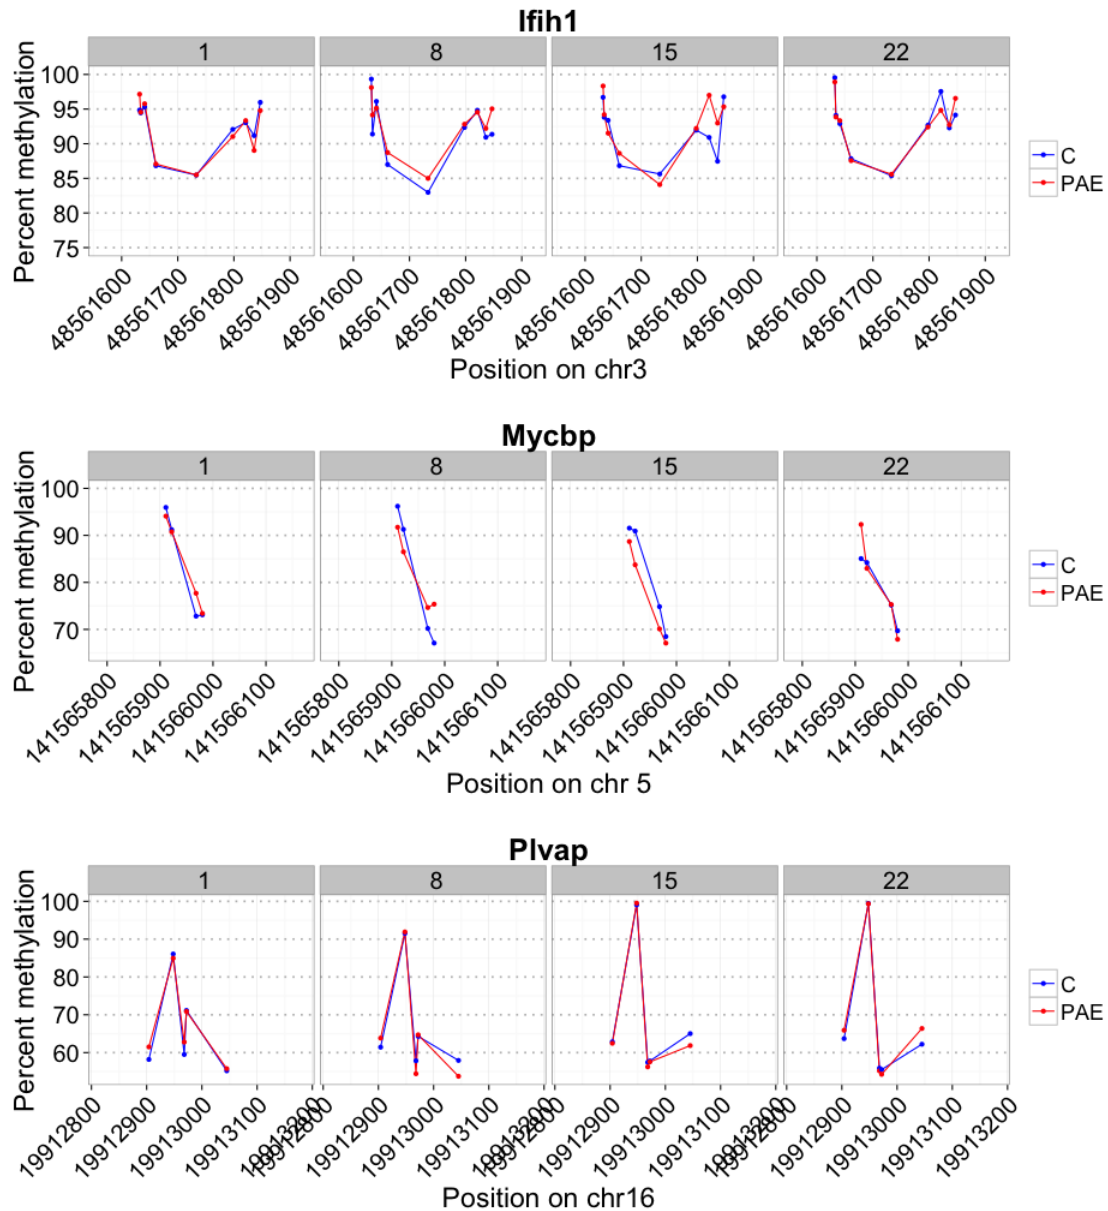

**Supplementary figure 6. Additional bisulfite pyrosequencing data for the developmental hypothalamus samples.** Three additional DMRs were verified by bisulfite pyrosequencing using the hypothalamus samples at P1, P8, P15, and P22. These were located within *Ifih1* (chr3:48,561,559-48,561,925), *Mycbp* (chr5:141,565,784-141,566,172), and *Plvap* (chr16:19,912,813-19,913,185). PAE = red; Control = blue.

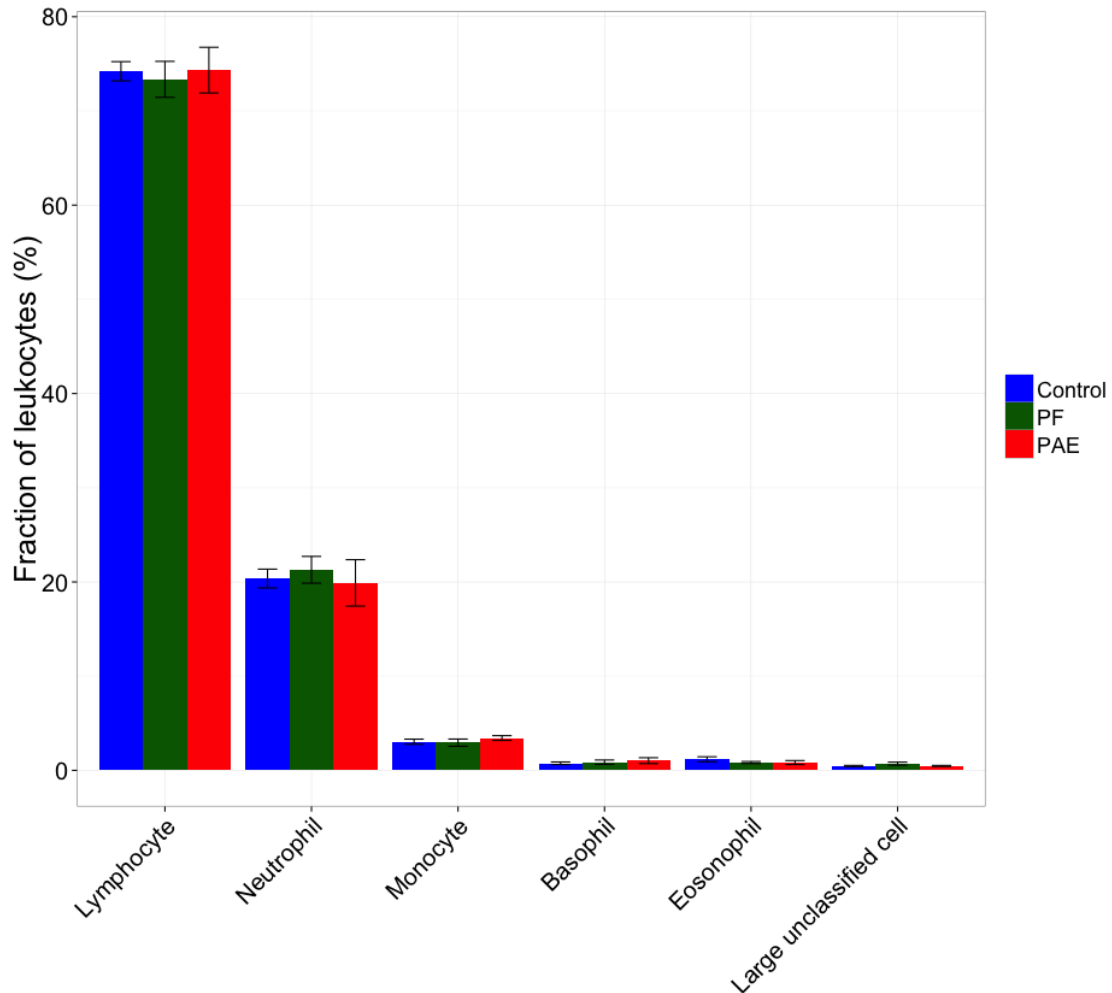

**Supplementary figure 7. White blood cell composition on postnatal day 22.** The composition of white blood cells from PAE, PF, and C animals on P22 was analyzed to obtain the proportions of lymphocytes, neutrophils, monocytes, basophils, eosinophils, and large unclassified cells. No significant differences were observed between groups.

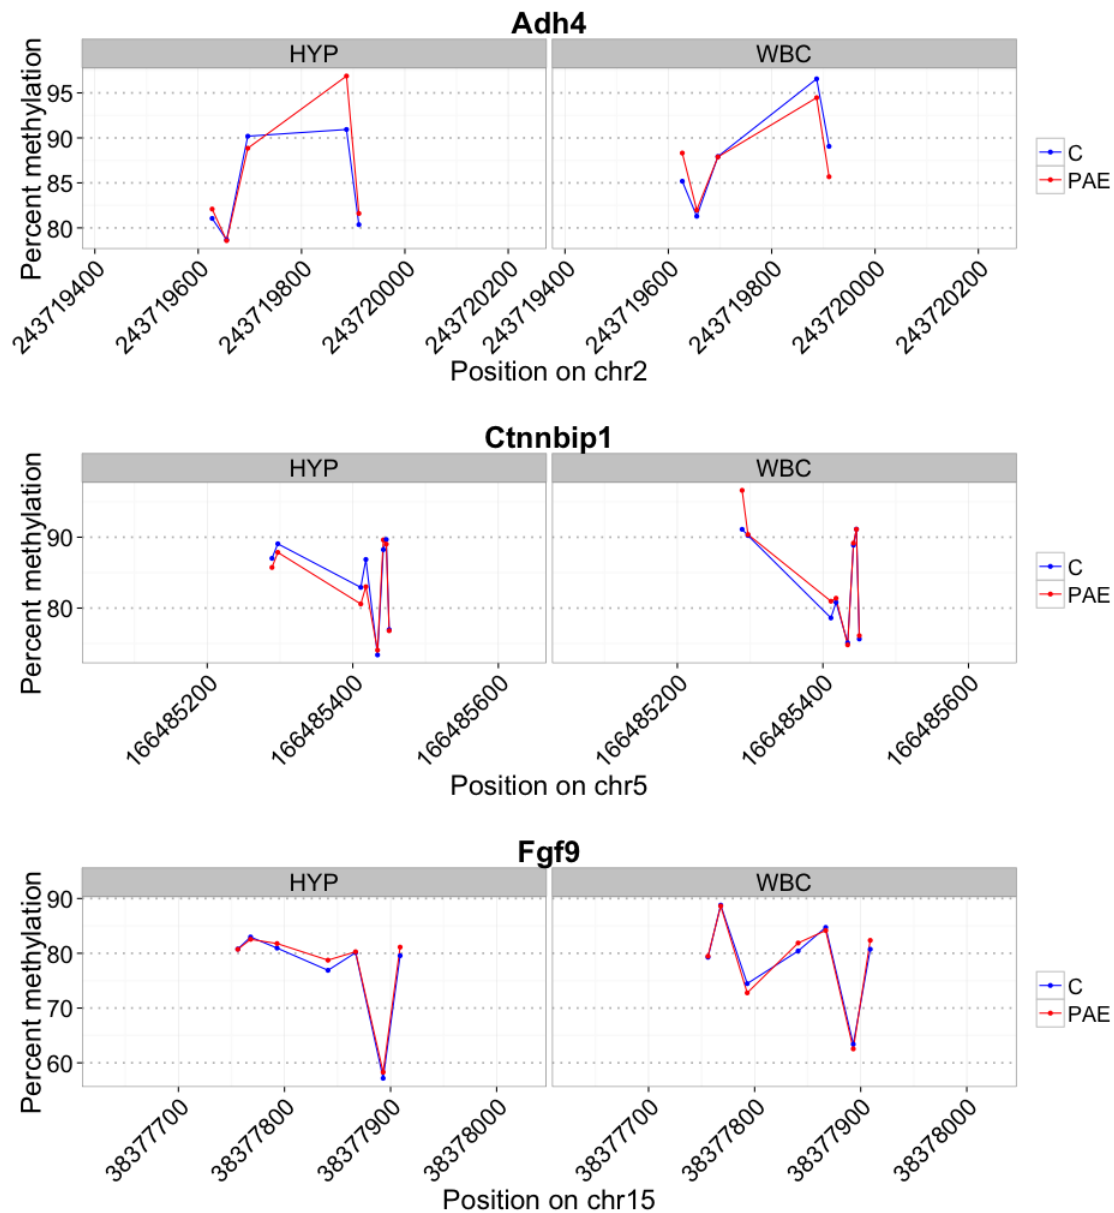

**Supplementary figure 8. Bisulfite pyrosequencing data for the postnatal day 22 hypothalamus and white blood cell samples.** DNA methylation patterns were analyzed in the final exon and 3' UTR of *Adh4* (chr2: 243,719,416-243,720,233), the first exon and 5' UTR of *Ctnnbip1* (chr5: 166,485,057-166,485,637), and the first intron of *Fgf9* (chr15: 38,377,629-38,378,027). PAE = red, Control = blue.

How the deposited data were processed for this re-analysis (not part of the article)

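DNA methylation was measured by meDIP-seq in 60 samples from female rats of 3 prenatal groups, PAE, PF, and C, with 4 samples per group, age and tissue. The 48 hypothalamus samples cover P1, P8, P15, and P22, and the 12 WBC samples come from the P22 animals. The paper describes 4 breeding cohorts and 3 sequencing pools, and lists 11 DNA extraction rounds. Groups, ages, tissues, and replicate numbers were taken from the sample labels, and the breeding cohort, rounds, pool, and litter of each sample from the paper's supplementary tables. The titles of the youngest hypothalamus samples read P0, while the paper gives their age as P1, which is used here.

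The authors aligned the reads to Rn6, filtered them, and called peaks in each sample with MACS2 2.1.0.20140616 at a q-value of 0.05, without an input control and with subpeak summits. They deposited a peak list per sample. The signal deposited for each summit is its height, the number of fragments covering it, without scaling to the library size. The deposited fold enrichment is the ratio of this height to the local background that MACS2 estimated. The deposited -log10 p-value and -log10 q-value of each summit come from the authors' MACS2 run, the q-value after correction over all candidate peaks. Between 11910384 and 22156238 fragments per sample remained after the authors' filtering, and a sample held between 138637 and 227667 peaks. A region without a called peak has no value in these lists, so changes under the peak threshold cannot be seen, and a floor stands for all of them.

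From the lists, summits of one peak were joined, peaks of all samples of a dataset were merged where they overlapped by 1 bp or more, and regions with a peak in at least 3 samples were kept, which is the paper's rule. The height of the highest peak of a sample in a region was divided by the sample's scaling factor, the median log ratio to the mean sample over regions with a peak in every sample. Heights were floored at 6.72 fragments in the developmental and 6.95 in the tissue-concordant dataset, the median over samples of the smallest scaled height, and put on the log2 scale. Group comparisons used limma 3.58.1 in R 4.3.3 with empirical Bayes moderation and a trend. The developmental model held group, extraction round, and breeding cohort, and the tissue-concordant model held group, tissue, extraction round, and breeding cohort in 23 samples, without PF 15 WBC. PAE-specific regions had a Benjamini-Hochberg FDR under 0.05 in PAE vs. C and PAE vs. PF but not in PF vs. C. The interactions of group with age and with tissue were tested with limma's F test. The model was tested on simulated data in which 200 regions, drawn from those with a peak in at least every other sample, were changed by known amounts.

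The replicate numbers that pair samples of different groups come from the sample labels, and a fit with the number as a block was run beside each comparison. The DMRs of Supplementary Tables 5 and 8 were matched to the regions that overlap them by 1 bp or more. The direction of their change was tested with permutations of the group labels within ages, on values centred within extraction round, or of animals within breeding cohorts, on values centred within tissue. Permutation tests enumerated all splits within single ages, in WBC, and over P22 animals, and used 100000 resamples where labels were exchanged over several ages, for peaks per sample in the hypothalamus, and for correlations and principal components. Correlations, principal components, and the shares of tissue-specific regions were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

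DMRs named in the text are those in genes that the paper names as holding one, and the one with the largest fold change in each direction in each of the paper's lists. The results for 1 of these genes are not reported here. A further 5 regions per dataset were to be named from the PAE-specific regions of the fits, of which there were none.

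Alternatives changed one choice at a time. They were fold enrichment in place of height, peaks at q under 0.001 only, regions with a peak in more samples or in all, a lower floor, scaling by fragment number, quantile normalization, the model without extraction round or breeding cohort or with pool, the replicate block, means of littermates or of animals, Fisher's exact test on peaks called or not, other overlaps, and leaving out the samples of each replicate number. Read counts per region were not used here, so the paper's RPKM values, ComBat correction, and count-based tests could not be repeated. Genomic location against the background of all regions was left out because the reference at hand holds no annotation of Rn6. The cell-type filter, transcription factor binding sites, gene ontology, blood composition, and pyrosequencing were not analysed here.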

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

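All tests in this part were chosen after the result they explain had been seen, except those of mixing in the PAE 16 hypothalamus, of another tissue in PF 15 WBC, of sequencing depth behind the fragment numbers, and of the animal and the depth behind the score of C 16 WBC. Dixon's criterion was applied to 77 sets of values, each of one measure in the 4 samples of one condition. Of these, 10 held a value far from the other 3, against 3.85 by chance alone. C 14 WBC stood apart in more than 1 measure.

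The label of every animal is female, yet the WBC sample of C 14 held 79 peaks on chromosome Y, far above the other C WBC samples. In the 58 samples other than this one and the PAE 16 hypothalamus, the number was 2 to 14 (median = 6), and 59 of the 79 peaks were found in none of those 58. The signal of C 14 WBC on chromosome X relative to the autosomes was -0.80 on the log2 scale, against -0.0012 to 0.14 in the other 11 WBC samples, which also set it far from its group. DNA from a male animal in this sample is a candidate explanation, since it predicts more peaks on Y and a lower X signal. The hypothalamus of C 14 ranked 1 of 12 hypothalami in correlation with it, which speaks against an exchange with another of the 12 animals, but a sample from an animal outside these 12 cannot be ruled out. That hypothalamus held 3 peaks on chromosome Y. The design holds 1 sex, so no biological explanation was tested.

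The hypothalamus of PAE 16 held 17 peaks on chromosome Y, also far from its group, and 17 of 17 were shared with C 14 WBC, though only 4 of the 17 were found in none of the 58 other samples. Its signal on chromosome X was -0.40, against -0.19 to -0.07 in the other 11 P22 hypothalami, so a share of DNA from a male animal may be present. Mixing with the C 14 WBC library in particular was not borne out. Of the regions found in C 14 WBC only, 7.12% held a peak in the PAE 16 hypothalamus, within the 5.84 to 7.89% of the other hypothalami. WBC DNA in this sample is not ruled out, since it held a peak in 9.47% of the WBC-only regions, the highest share of the 12 P22 hypothalami. Smaller numbers of chromosome Y peaks also stood apart from the 3 other samples of their group. These were 8 in C 8 on P8, 5 in PAE 8 on P8, 8 in PAE 12 on P15, and 2 in the C 16 hypothalamus, all within the range of the 58 samples. No explanation was tested for them.

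The number of fragments after filtering stood apart in PAE 3 on P1, with 16039278, and in PF 16 WBC, with 11910384. Whether depth sets the number of peaks in every set of samples cannot be told. The lowest correlation of fragments and peaks within an age and tissue was 0.412, in the P22 hypothalamus, but there depth varied least, and neither sample belongs to that set. Depth may act in their own sets. At P1, fragments and peaks had r = 0.864 (Spearman rho = 0.902, permutation p = 0.00053, n = 12, r = 0.985 without the 2 samples farthest from the median). In WBC, r was 0.817 (Spearman rho = 0.615, permutation p = 0.00411, n = 12), and it rested on the 2 farthest samples, without which r was 0.161. The adjusted p over the 5 sets was 0.000883 and 0.00514. No biological explanation was tested.

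In the score over the 299 tissue-concordant DMRs, which is the mean deviation in the paper's direction of change, C 16 WBC had -0.045, apart from the other C WBC samples at -0.20, -0.18, and -0.17. Sequencing depth was not borne out, as its 14529029 fragments lie between those of the other C samples. A difference of the animal may be the cause, since the C 16 hypothalamus had the highest score of the C hypothalami, -0.0023. The DNA extraction round could equally be the cause. Both tissues of C 16 were extracted in round 11, and the remaining sample of this round, the PF 13 hypothalamus, had the highest score of the PF hypothalami, -0.015, while the WBC of PF 13, from another round, had the lowest of the PF WBC samples, -0.28. Animal and round cannot be told apart for C 16.

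The effect of prenatal group differed between ages in 176 regions of the hypothalamus at an FDR under 0.05, by a limma F test of the interaction. Of 100 splits with group labels exchanged within replicate numbers, the real one included, 57 gave as many regions. Values set to the floor in samples without a peak are a candidate explanation, since 0 of the 22787 regions with a peak in every sample passed the threshold (1060 at an unadjusted p under 0.05). The effect of group differed between the tissues in 48 regions, and 73 of 100 splits gave as many. Neither number can be told apart from that of a random split.

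The tissue difference itself covered 113355 regions, and 1 of 100 splits, the real one, gave as many. Extraction rounds do not account for all of it, since 8307 regions remained with extraction round and breeding cohort in the model. This test rests on the only round with both tissues, whose 1 WBC sample lay with the WBC samples on the first principal component (-0.229) and whose 2 hypothalamus samples lay with the hypothalamus samples (0.181 and 0.205). How much of the difference the rounds account for cannot be told. Depth was not borne out, because the P22 hypothalamus differed from WBC by a mean of -43555.25 peaks per sample and yet had 2821175 more fragments.

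PF 15 WBC, which the paper removed, held a peak in 16.3% of the WBC-only and 78.0% of the hypothalamus-only regions. An exchanged P22 hypothalamus sample was not borne out, since 16.3% lies outside the 2.90 to 9.47% of the P22 hypothalamus samples. A hypothalamus sample of a younger age in its place is a candidate explanation, since both shares lie within the range of the samples at 2 younger ages. The 12 P8 samples held a peak in 14.0 to 23.2% of the WBC-only and 61.0 to 87.4% of the hypothalamus-only regions, and the 12 P15 samples in 5.48 to 16.4% and 72.7 to 92.2%. Over 706 regions of chromosome X with a peak in all 60 samples, its log2 signal relative to the autosomes was 0.0031, also within the range of the P8 samples, -0.04 to 0.12, and of the P15 samples, -0.03 to 0.07. Whether the sample is a mixture of DNA from both tissues cannot be told. The estimated shares of hypothalamus DNA were 94.2% from the WBC-only and 48.2% from the hypothalamus-only regions, 46.1 points apart. A diluted peak can fall under the peak threshold and be lost, so a mixture need not give equal shares. DNA from a tissue other than these was not borne out either, as its 5375 regions with a peak in no other sample fall within the 2603 to 6812 of the other 23 samples. DNA from an animal other than PF 15 could not be tested, because it is not settled which tissue the sample holds. The hypothalamus of PF 15 ranked 12 of 12 in correlation with it. An exchange with one of the 36 younger hypothalamus samples was not seen, since none of them held a peak in more than 32.6% of the WBC-only regions, against 86.6 to 95.2% in the other 11 WBC samples. What stays open is a mixture of both tissues, a younger hypothalamus sample from outside the 60, or a duplicate of one of them. A younger sample from outside and a duplicate were not tested.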

How the results depend on the processing

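The number of PAE-specific regions was 0 in both datasets under every alternative that was run, 30 in the developmental and 19 in the tissue-concordant dataset, those that left out the samples of one replicate number included (4077 and 3832 regions at an unadjusted p under 0.05 in the fits as reported). The alternatives were set before the data were examined, except the 6 named here as chosen later. Of 1073 values under alternatives for 82 results, 1006 kept their direction and their side of the threshold, or stayed within their error. The other 67 are given below, singly or as ranges. The cause was not tested for any of them.

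With littermates averaged, 12 regions differed in PAE vs. PF in the developmental dataset, against 0, and over regions with a peak in every sample 3 differed in PF vs. C, against 0. Means of littermates and of animals were fitted with group alone after covariate effects had been subtracted, so their p-values can be too small. The interaction of group and age fell from 176 regions to 86 with fold enrichment in place of peak height and to 0 over regions with a peak in every sample. The interaction of group and tissue fell from 48 to 0 in each of these 2 settings.

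In the tissue-concordant dataset, PAE vs. C gave 1 region, against 0, over regions with a peak in at least every other sample, with the floor lowered by 1 on the log2 scale, and without extraction round, and from 0 to 2 across the 4 fits that each left out one replicate number. PAE vs. PF gave 3 regions, against 0, over regions with a peak in every sample, 2 with values centred within extraction round, and 14 with animal means. PF vs. C, at 2 regions, gave 1 with fold enrichment, with peaks at q under 0.001 only, with quantile normalization, with scaling by fragment number, and without breeding cohort. It gave 8 over regions with a peak in every sample, 8 with values centred within extraction round, 4 without extraction round, 0 with animal means and with Fisher's exact test on peaks called or not, and from 0 to 4 across the fits that left out one replicate number. The tissue difference fell from 113355 regions to 8307 with extraction round and breeding cohort in place of the animal.

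At the 118 developmental DMRs, the mean change of PF vs. C, taken in the paper's direction for PAE vs. C, reversed to -0.0083 with samples without a peak left out, and ranged from -0.0031 to 0.015 across the 16 fits that left out one replicate number. At the 299 DMRs, permuting animals without breeding strata, chosen after the values were seen, gave an exact permutation p of 0.0286 for the mean changes of 0.41 in PAE vs. C and 0.46 in PAE vs. PF, the smallest that 70 splits allow.

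The difference in peaks of PAE from PF in the hypothalamus reversed to 208.25 with peaks at q under 0.001. With one replicate number left out, the differences in peaks ranged from -794.7 to 4841.1 (PAE vs. C) and -7339.9 to 1270.7 (PAE vs. PF) in the hypothalamus, and from -1527 to 16808.7 (PAE vs. PF) and -14173.3 to 9345.3 (PF vs. C) in WBC.

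The lowest correlation between samples was, for all regions with the floor, without the log2 transformation and for fold enrichment, 0.588, 0.920, and 0.678 in the P22 hypothalamus, 0.676, 0.923, and 0.707 in WBC, and 0.387, 0.868, and 0.538 between the tissues of an animal. Across all ages it was 0.476 with the floor and 0.858 without the log2 transformation. With values centred within extraction round, chosen after the data were seen, tissue accounted for 10.3% of the first component (permutation p = 0.136). Centring removes age by design, so age has no value there. It also removes tissue in every round but round 11, so the p of tissue does not test it.

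Of the 42 results for named DMRs, 37 kept their direction under every alternative and 5 reversed under at least one. Ifih1 in PAE vs. PF gave 0.012 without extraction round and 0.0099 with the replicate block. With one replicate number left out, the PAE vs. C change ranged from -0.20 to 0.018 at Ifih1, -0.063 to 0.13 at the first Ctdspl DMR, and -0.14 to 0.16 at Il18r1. The PAE vs. PF change ranged from -0.11 to 0.095 at Ifih1 and -0.097 to 0.076 at the first Ctdspl DMR.

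The other alternatives chosen later, which are regions merged over all 60 samples, peaks per sample without PF 15 WBC, the named DMRs in all 24 samples, and up-methylated DMRs only among those with a 2-fold change, kept their results, except that the last gave 7 DMRs against 42. The comparison of genomic locations with all regions was not run, because the reference at hand holds no annotation of Rn6. Where an alternative dropped the region of a named DMR, it has no value. Simulated log2 changes of 0.6 were mostly missed in both datasets.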

Differences from the paper's values

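No test in this part was chosen after a result was seen, and settings chosen later are named where they are given. The paper's numbers were read from its text, from Supplementary Tables 5 and 8, or by eye from its figures.

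The paper states a lowest correlation of 0.95 between all developmental samples, against 0.582 here. Within the P22 hypothalamus and within WBC, its 0.96 compares with 0.740 and 0.767, and between the tissues of an animal, its 0.92 compares with 0.579. None of the alternatives set before the data were examined closed these gaps. The nearest, without the log2 transformation, gave 0.858, 0.920, 0.923, and 0.868.

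The paper reports 118 PAE-specific DMRs in the developmental dataset and 299 in the tissue-concordant dataset, against 0 and 0 here (4077 and 3832 at an unadjusted p under 0.05), and none of the alternatives closed either gap. For the single contrasts, the paper's developmental numbers are about 1500 in PAE vs. C, about 1400 in PAE vs. PF, and about 3100 in PF vs. C (Fig. 2A, read by eye), against 0, 0, and 0 (20841, 20351, and 22829 at an unadjusted p under 0.05). Its tissue-concordant numbers are about 3800, about 1700, and about 4100 (Fig. 5A, read by eye), against 0, 0, and 2 (18043, 17840, and 18942 at an unadjusted p under 0.05). None of the alternatives closed these gaps.

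The paper counts 7 tissue-concordant DMRs with a 2-fold change, against 42 with at least a 2-fold change in PAE vs. C and PAE vs. PF in its own Supplementary Table 8. Counting the up-methylated DMRs alone, a setting chosen after the values were seen, gives 7. No alternative had been set for this number.

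In the paper's group means, PAE animals lie on one side of C and PF animals at all 4 ages for 94.1% of its developmental DMRs (111 of 118), against 19.4% (20 of 103) in peak height. In both tissues, this holds for 100% of the paper's tissue-concordant DMRs, against 58.2% (174 of 299). None of the alternatives closed these gaps. Over all regions, the pattern holds for 1.33% at all 4 ages and for 14.6% in both tissues.

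Of the 42 log2 fold changes compared at named DMRs, 41 had the paper's sign, 30 of these were smaller than the paper's, and 23 of the 42 differed in sign or by more than the SD of the samples within a group, pooled over the 2 groups compared. Samples without a peak entered at the floor, which limits the size of the change where a group held few peaks or none. In PAE vs. C in the developmental dataset, the paper's 0.63 at Drd4 compares with 0.12, and only the alternative with the floor lowered by 1 on the log2 scale, with 0.40, closed the gap. Its -0.82 at Cntnap5c compares with -0.089, and its -0.64 at the second Ctdspl DMR with -0.048. At the intergenic DMRs with the largest changes, its -1.35 on chromosome 15 compares with -0.46 and its 0.89 on chromosome 20 with 0.14. No alternative closed these 4 gaps.

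For the developmental PAE vs. PF changes, the paper's 0.59 at Drd4 compares with 0.079, its -1.07 on chromosome 15 with -0.32, and its 0.82 on chromosome 20 with 0.16, and no alternative closed these gaps. Its -0.71 at Cntnap5c compares with -0.17, and only the lowered floor, with -0.42, closed the gap. Its 0.46 at the first Ctdspl DMR compares with -0.0054, and no alternative reached it. Leaving out replicate number 4, 11 or 12 gave 0.075, 0.030, and 0.076, which have the paper's sign and differ from its value by less than this SD, while the other alternatives kept the opposite sign.

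In PAE vs. C in the tissue-concordant dataset, the paper's 4.06 at the intergenic DMR on chromosome 1 compares with 0.62 and its -2.21 at that on chromosome 6 with -0.27. No C or PF sample held a peak at the DMR on chromosome 1, and no PAE sample at that on chromosome 6. All samples of these groups stood at the floor there, so the sizes are limited by it. Its -1.22 and -1.24 at the middle and last Cntnap5c DMRs compare with -0.34 and -0.32, and its -0.69 at Il18r1 with -0.014. No alternative closed these gaps. Its -0.64 at the Ugt1a genes compares with -0.18, and only the lowered floor, with -0.53, closed the gap.

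For the tissue-concordant PAE vs. PF changes, the paper's 3.55 on chromosome 1 compares with 0.55, its -1.99 on chromosome 6 with -0.090, its -0.98 and -1.06 at the middle and last Cntnap5c DMRs with -0.12 and -0.13, its -0.77 at Il18r1 with -0.11, and its -0.85 at the Ugt1a genes with -0.25. No alternative closed these gaps. Its 0.99 at the first Caln1 DMR compares with 1.69, and the gap closed without extraction round, with 1.46, and without replicate number 14 or 15, with 1.55 and 1.58, but under no other alternative set before the data were examined.

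The paper's text gives 75 down-methylated developmental DMRs, against 71 in its Supplementary Table 5, which with the 47 up-methylated DMRs make the 118. The paper describes the fold changes of the tissue-concordant DMRs as smaller than those of the developmental DMRs. In its tables, the median size of the log2 fold change in PAE vs. C is 0.69 for the tissue-concordant and 0.52 for the developmental DMRs, and 14.0% against 1.69% of them change more than 2-fold in PAE vs. C and PAE vs. PF. The paper's text gives 469162 developmental peaks, against 418769 regions here, and 350960 tissue-concordant peaks, against 350964, which are within 1.5 times of each other.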

Other observations

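In this part, the counts over other splits of the samples and the tests of sequencing depth behind the number of peaks by age and behind the PF vs. C regions, and of sequence variants in the animal comparison, were chosen after the result was seen. The other tests were set before their result was known.

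Splits of the samples into groups of the same sizes, within ages or with both tissues of an animal kept together, were drawn 100 times with the real split included. Where the real split gave 0 regions at the FDR of 0.05, the outcome is fixed at 100 of 100 and tells nothing about the groups. This holds for the PAE-specific regions and PAE vs. C, PAE vs. PF, and PF vs. C in the developmental dataset, and for the PAE-specific regions, PAE vs. C and PAE vs. PF in the tissue-concordant dataset. The 2 regions of PF vs. C in the latter were met by 11 of 100 splits. At an unadjusted p under 0.05, 53 of 100 splits gave at least the 4077 PAE-specific regions of the developmental dataset, 11 the 20841 of PAE vs. C, and 37 the 20351 of PAE vs. PF. In the tissue-concordant dataset, 43 gave at least the 3832 PAE-specific regions, 29 the 18043 of PAE vs. C, 35 the 17840 of PAE vs. PF, and 12 the 18942 of PF vs. C. By these numbers, which leave out PF vs. C of the developmental dataset given below, the real groups cannot be told apart from random splits.

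The direction of change at the paper's DMRs was chosen by the paper in the same samples, and this choice may produce much of it. When the 118 regions with the strongest pattern were picked in each of 100 splits of the developmental samples, 46 splits had regions that differed at least as much as those of the real groups (mean log2 difference 0.58, median over splits 0.57). For the 299 strongest regions of the tissue-concordant samples, 44 of 100 splits did (0.86, with a median of 0.85).

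Each list was also tested in samples outside its own dataset. The hypothalami of P1, P8, and P15 come from other animals than the tissue-concordant samples, whereas the WBC samples come from P22 animals whose hypothalami were used to choose the developmental list, so the choice can carry over there. At the 299 tissue-concordant DMRs, 163 of 280 with a region in the hypothalami of P1, P8, and P15 changed in the paper's direction in PAE vs. C, with a mean change of 0.04 (two-sided permutation p = 0.0338, 12 animals per group). The mean change in PAE vs. PF was 0.024 (permutation p = 0.309). In PF vs. C, the mean change in the paper's direction for PAE vs. C was 0.020 (permutation p = 0.283). The PAE vs. C value speaks against choice of regions alone, but only at an unadjusted p and not in PAE vs. PF. Part of it lies between PF and C animals. Litters shared with the P22 animals may also account for the PAE vs. C result, since without the littermates the mean change was 0.01 (17 animals, permutation p = 0.474). At the developmental DMRs, 26 of 74 with a region in WBC changed in the paper's direction in PAE vs. C, with a mean change of 0.00015 (exact permutation p = 0.971, 4 samples per group), and 34 of 74 in PAE vs. PF, with a mean change of 0.046 (exact permutation p = 0.286). An effect of the hypothalamus alone predicts no change in WBC either, so it cannot be told apart from choice in the same samples.

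At the 299 DMRs, the tissues of one animal deviated together from their group means, with a mean correlation of 0.166 within an animal. It was -0.0553 between animals of a group, a value that subtracting the group means pushes below 0. The difference was 0.221 (one-sided exact permutation p = 7.23e-05, the smallest that 13824 pairings allow). The hypothalamus of the same animal gave the highest r for 8 of 11 WBC samples. C 16 WBC had r = 0.257 with the PF 13 hypothalamus, of the same extraction round, and 0.190 with its own. C 13 and C 15 WBC matched the PAE 16 and PAE 14 hypothalami best, which came from another round. Animal-specific differences such as sequence variants in or near these regions are a candidate explanation, and the files hold no sequence to test them directly. Whether a peak was called in one tissue also followed the other tissue of the animal, in 66.2% of DMRs within animals and 63.5% between animals, a difference of 2.68 points. A property of the tested regions in general accounts for part of this, since over all regions the mean correlation was 0.0349 within an animal and -0.0116 between animals. In 1000 random sets of regions, 0 had a difference as large as that at the DMRs (median = 0.0423). The DMRs were chosen by the paper over both tissues together, which favours shared deviations, so the larger value there cannot be told apart from this choice. Litters and shared handling of an animal were not separated from variants, and a biological explanation cannot be told apart from them.

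At an unadjusted p under 0.05, PF vs. C gave 22829 developmental regions, and 1 of 100 splits, the real one, gave as many (median = 19549). Depth was not borne out, as fragments did not differ between PF and C (two-sided permutation p = 0.975). Leaving out each replicate number in turn gave at least 20591 regions, which lies within the 17482 to 22829 of the splits. No splits were drawn with fewer samples, so a single set of replicate numbers cannot be ruled out. At the FDR of 0.05, 0 regions passed, and the comparison was picked from several.

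The hypothalamus held fewer peaks at P22 than at P1, with a difference of -40660.1 peaks per sample, although the mean did not fall from P1 (198709.6) to P8 (201182.75). Sequencing depth was not borne out, since the P22 samples had 2804351 more fragments on average. The number of extraction rounds that hold several ages is 0. The means of single rounds were 149654 to 163806.7 peaks on P22 and 194790.2 and 202629 on P1, which argues against differences between single extraction rounds as the only source. The P22 samples had a meDIP round of their own, so the difference cannot be told apart from that round. Any other effect shared by all rounds of an age cannot be told apart from age.

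Of the 118 developmental DMRs, 0 had both the start and the end of a merged region (5 shared a start and 5 an end), while all 299 tissue-concordant DMRs had both. Merging over all 60 samples was not borne out as the reason, with 0 DMRs that matched a region exactly, and neither was a constant shift of the coordinates, under which at most 18 of 118 edges met a peak edge. A region with a peak in 3 or more of the 48 samples overlapped 103 of the 118.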
